# Tomato locule number and fruit size controlled by natural alleles of *lc* and *fas*

**DOI:** 10.1002/pld3.142

**Published:** 2019-07-03

**Authors:** Yi‐Hsuan Chu, Jyan‐Chyun Jang, Zejun Huang, Esther van der Knaap

**Keywords:** FASCIATED, fruit development, gene expression, LOCULE NUMBER, Tomato

## Abstract

Improving yield by increasing the size of produce is an important selection criterion during the domestication of fruit and vegetable crops. Genes controlling meristem organization and organ formation work in concert to regulate the size of reproductive organs. In tomato, *lc* and *fas* control locule number, which often leads to enlarged fruits compared to the wild progenitors. *LC* is encoded by the tomato ortholog of WUSCHEL (WUS), whereas *FAS* is encoded by the tomato ortholog of CLAVATA3 (CLV3). The critical role of the WUS‐CLV3 feedback loop in meristem organization has been demonstrated in several plant species. We show that mutant alleles for both loci in tomato led to an expansion of the *SlWUS* expression domain in young floral buds 2–3 days after initiation. Single and double mutant alleles of *lc* and *fas* maintain higher *SlWUS* expression during the development of the carpel primordia in the floral bud. This augmentation and altered spatial expression of *SlWUS* provided a mechanistic basis for the formation of multilocular and large fruits. Our results indicated that *lc* and *fas* are gain‐of‐function and partially loss‐of‐function alleles, respectively, while both mutations positively affect the size of tomato floral meristems. In addition, expression profiling showed that *lc* and *fas* affected the expression of several genes in biological processes including those involved in meristem/flower development, patterning, microtubule binding activity, and sterol biosynthesis. Several differentially expressed genes co‐expressed with *SlWUS* have been identified, and they are enriched for functions in meristem regulation. Our results provide new insights into the transcriptional regulation of genes that modulate meristem maintenance and floral organ determinacy in tomato.

## 1 INTRODUCTION

To develop varieties with improved characteristics, breeders exploit the genetic variation of important agronomic traits such as fruit weight, grain yield, and overall plant architecture. With the advent of Quantitative Trait Loci (QTL) mapping and cloning methods in past decades, many genes contributing to the increase in fruit weight and crop yield have been identified (Bommert, Nagasawa, & Jackson, 2013; Chakrabarti et al., 2013; Frary et al., 2000; Li et al., 2011; Song et al., 2007). The weight of fruits and vegetables is genetically controlled as early as inflorescence and floral meristem development (van der Knaap & Østergaard, 2017). Specifically, the organization of floral meristems is important in determining the final number of carpels, which collectively become the fruit after fertilization of the ovules (Fletcher, Brand, Running, Simon, & Meyerowitz, 1999; Mayer et al., 1998; Xu et al., 2015). Not only is fruit weight affected, the differential regulation of floral meristem development also accounts for variances in rice grain size and maize kernel number (Bommert et al., 2013; Suzaki et al., 2009). Together, these findings indicate that meristem‐regulated processes are essential and conserved features for reproductive organ development in higher plants.

Meristems maintain the balance between cell differentiation and self‐renewal in a coordinated manner through intercellular communication mediated by WUSCHEL (WUS) and CLAVATA3 (CLV3) proteins (Fletcher et al., 1999; Laux, Mayer, Berger, & Jurgens, 1996; Mayer et al., 1998). In Arabidopsis, CLV3 and WUS orchestrate meristem function via a negative feedback regulatory loop (Brand, Fletcher, Hobe, Meyerowitz, & Simon, 2000; Schoof et al., 2000). CLV3 signals are perceived directly or indirectly by different receptor complexes, principally CLV1, CLV2, CORYNE (CRN), BARELY ANY MERISTEM 1 (BAM1) and RECEPTOR‐LIKE PROTEIN KINASE 2 (RPK2) to restrict *WUS* expression (Shinohara & Matsubayashi, 2015; Somssich, Je, Simon, & Jackson, 2016). WUS activates *CLV3* expression at the meristem by binding to the *CLV3 cis*‐regulatory regions in its promoter (Perales et al., 2016; Yadav et al., 2011). CLV3 belongs to the CLE small peptide family and it acts in a non‐cell autonomous manner (Cock and McCormick 2001; Lenhard and Laux 2003). CLE family proteins typically share a putative N‐terminal signal peptide and the conserved CLE motif known to interact with CLV receptors (Ni & Clark, 2006; Rojo, Sharma, Kovaleva, Raikhel, & Fletcher, 2002; Shinohara & Matsubayashi, 2015). In addition, post‐translational modification of CLV3 and certain CLE peptides with a tri‐arabinoside chain is required to activate their functions through conformational changes (Shinohara & Matsubayashi, 2013; Xu et al., 2015). The null mutation in *clv3* leads to enlarged floral meristems due to the increase of the central zone, which contributes to the development of supernumerary floral organs (Brand et al., 2000; Fletcher et al., 1999). *WUS* encodes a homeodomain transcription factor required for specifying stem cell identity (Laux et al., 1996; Mayer et al., 1998). In Arabidopsis, the *wus* null mutant is characterized by aberrant meristem structure and premature termination of shoot apical meristems (SAMs) and floral meristems (FMs). Premature termination of FM leads to a restriction in stamen and carpel development (Laux et al., 1996). Principally, WUS positively regulates *CLV3* expression which in turn leads to downregulation of *WUS* expression through the interactions of CLV3 with membrane‐localized receptors and phosphorylation‐dependent downstream effectors (Betsuyaku, Takahashi et al., 2011; Brand et al., 2000; Schoof et al., 2000; Somssich et al., 2016; Song, Lee, & Clark, 2006). In addition to the CLV3‐WUS feedback loop, WUS also positively regulates the carpel identity gene, *AGAMOUS (AG),* during early floral development (Lenhard, Bohnert, Jürgens, & Laux, 2001; Lohmann et al., 2001). Subsequently, AG suppresses *WUS* expression by binding to the CArG box located downstream of the gene and the recruitment of polycomb group proteins, known to trigger transcriptional repression by enhancing histone methylation (Liu et al., 2011). An *ag* loss‐of‐function mutation completely abolishes carpel development in Arabidopsis (Yanofsky et al., 1990).

*LC* and *FAS* are two important genes contributing to enlarged fruits with many locules in tomato. Both mutants were selected among different genetic subgroups during tomato domestication because of their positive effects on fruit weight (Blanca et al., 2015; Rodríguez et al., 2011). However, a mutation in *FAS* often results in unacceptable fruits that are unevenly shaped and therefore, the allele is not commonly found in conventional and commercially grown tomatoes. *lc* is a mutation near *SlWUS*, and is expected to cause increased expression by abolishing the binding site of its suppressor AGAMOUS. The causative mutation is comprised of two SNPs that are downstream of the 3′ UTR of *SlWUS* (Muños et al., 2011). *fas* on the other hand is caused by a ~294 kb inversion with a breakpoint in the promoter region of *SlCLV3* (Huang & van der Knaap, 2011; Xu et al., 2015). Although the role of CLV3‐WUS in meristem maintenance has been investigated in Arabidopsis and other plant species, it remains unclear whether novel factors are involved in FM regulation in tomato. To understand the molecular mechanism underpinning LC‐FAS mediated developmental processes, we conducted a series of genetic and gene expression analyses using backcross populations (Figure S1). We show that *lc* is a gain‐of‐function mutation of *SlWUS*, whereas *fas* is a partial loss‐of‐function mutation of *SlCLV3*. Importantly, our RNA‐seq results led to the identification of a number of co‐expressed gene clusters associated with various developmental processes that might act downstream of *LC* and *FAS*.

## 2 RESULTS

### 2.1 The effects of *lc* and *fas* on fruit morphology and reproductive traits

The natural mutations at the *lc* and *fas* loci underlie the orthologs of the Arabidopsis meristem organization genes *WUS* and *CLV3*, and were originally identified due to their strong effects on locule number (Figure 1a) (Barrero, Cong, Wu, & Tanksley, 2006; Lippman & Tanksley, 2001; Muños et al., 2011; Rodríguez et al., 2011; Xu et al., 2015). The associated nucleotide polymorphisms are 3′ of *SlWUS* (Muños et al., 2011; van der Knaap et al., 2014) and the promoter region of *SlCLV3* (Huang & van der Knaap, 2011; Xu et al., 2015), respectively (Figure 1b). The *lc* mutations may correspond to the CArG box, which is critical to suppress *WUS* expression in Arabidopsis (Liu et al., 2011). We determined the effects of *lc* and *fas* on fruit morphology and reproductive traits by creating near‐isogenic lines (NILs) in the wild species *Solanum pimpinellifolium* accession LA1589 background that differed only for the alleles at these two loci. In addition to more locules, the expectation is that these meristem organization mutants would lead to increased inflorescence branching (Park, Jiang, Schatz, & Lippman, 2012). Wild type tomato typically develop a single‐branch inflorescence with a reiterating pattern of an IM terminating into an FM and the formation of a new IM along the flank of the FM (Figure S1b), whereas *fas* and especially *lc/fas* NILs show a significant increase in inflorescence branching (Figure 1c,f). For example, the first inflorescence in the *fas* and *lc/fas* NILs nearly always forms a branched architecture — as two IMs appear to emerge from a single terminating SAM (Figure S2). *lc*/*fas* also resulted in the highest floral organ number among the NILs especially for locule number (Figure 1d–e,g–i). Overall, *lc* alone had no effect on inflorescence branching and floral organ number unless in combination with *fas* (Table S1). Regardless, the most dramatic floral organ number change was for locule number in the natural lc and fas mutants.

**Figure 1:**
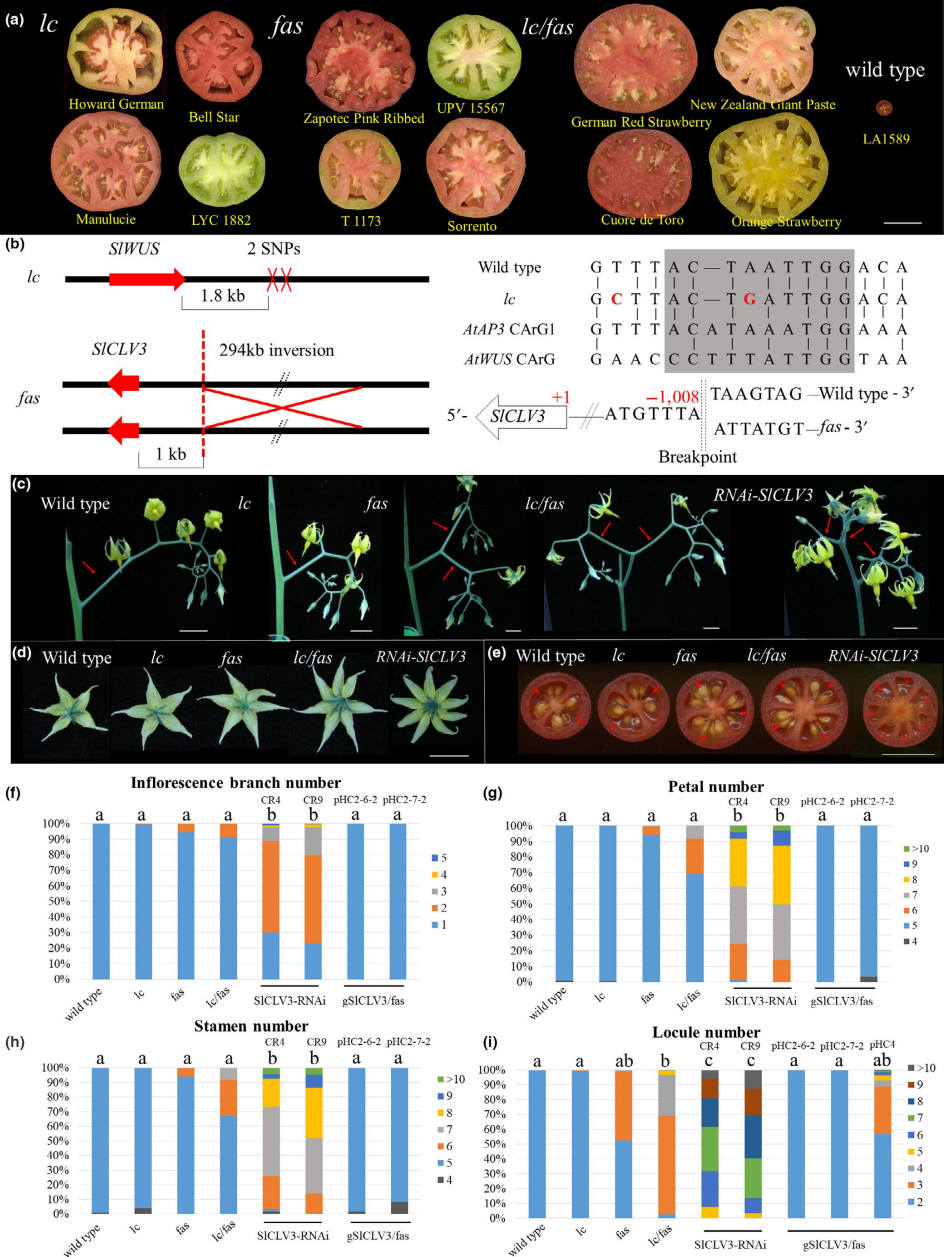
The effect of natural *lc* and *fas* mutant alleles on floral organs and inflorescence development. (a) Tomato varieties containing *lc* and/or *fas* mutant alleles carry multilocular fruits. The wild type tomato (*Solanum pimpinellifolium* LA1589) typically contains only two locules. Size bar = 3 cm. (b) Genomic sequence changes in *lc* and *fas*. The genomic sequence underlying the *lc* mutation shares similarity to the CArG box of Arabidopsis *AP3*. The two SNPs underlying *lc* are marked in red and the putative CArG box is highlighted in gray. The *fas* mutation is caused by a ~294 kb inversion with a breakpoint in the promoter region of *SlCLV3*. (c–e) Inflorescences, flowers and fruits of *lc*,* fas*,* lc/fas* NILs and *SlCLV3*‐RNAi lines. Bar = 1 cm. (f–i) The ratio of branched inflorescences and floral organ number in NILs and various transgenic lines. RNAi‐CR4 and RNAi‐CR9 represent two independent *SlCLV3*‐RNAi transgenic lines. pHC2‐6‐2 and pHC2‐7‐2 represent two independent transgenic lines that were transformed with *SlCLV3* genomic sequence driven by a 5.5 kb promoter construct. pHC4 contained a shorter *SlCLV3* promoter that served as a negative control for the complementation test. Pairwise comparisons were made between the genotypes using ANOVA and means were separated with Tukey's HSD test with *p* < 0.05

*SlCLV3* has been demonstrated to underlie *fas* (Xu et al., 2015), which implies that the *fas* inversion has compromised the promoter of this gene. We also downregulated *SlCLV3* expression by expressing part of the coding region as an RNAi construct in stably transformed tomato. As expected, the tomato plants transformed with the pHC2 construct, which contained approximately 5 kb of the wild type promoter and the entire coding region of the gene, rescued the bi‐locular fruit phenotype in the *fas* background, whereas the shorter promoter construct pHC4 did not (Figure 1i). On the other hand, downregulation of *SlCLV3* led to an increase in all floral organs as well as inflorescence branching (Figure 1c–i). Additional phenotypes associated with the severely reduced expression of *SlCLV3* included nearly seedless fruits, indeterminate meristematic activity as evidenced by the development of ovaries within the initial ovary, widened leaflets with smooth margins, decreased number of secondary leaflets, and reduced complexity of the compound leaf (Figure 2a–b). Extreme phenotypes in the flowers were also occasionally observed, such as an inflorescence that was reinitiated inside a flower (Figure 2c).

**Figure 2:**
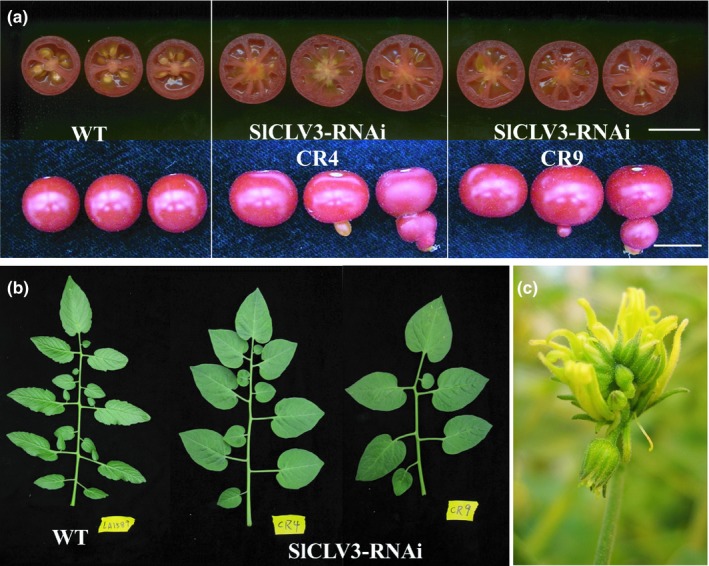
Phenotypic analysis of *SlCLV3*‐RNAi plants. (a) Cut fruits of wild type and *SlCLV3*‐RNAi lines. The fruits show aberrant seed development and ectopic fruit structure, with extra carpels produced inside the primary carpel. Size bar = 1 cm. (b) Images of leaves of wild type and *SlCLV3*‐RNAi plants. (c) Formation of an ectopic inflorescence inside a flower in *SlCLV3*‐RNAi plants

To determine whether the selection of *lc* and *fas* during domestication might have been due to the associated increases in fruit weight, we evaluated the effect of the natural mutations on this trait. In the wild species background, fruit weight was only significantly increased in the *lc/fas* double NIL (Table 1a). Fruit area was significantly increased in *fas* and even more in the *lc/fas* double NIL. This suggested that the fruits were wider but flatter and thus the increase in locule number did not yield much heavier fruits in the LA1589 background. To determine whether *lc* and *fas* exerted a synergistic effect on locule number, we evaluated the genetic effect between these two loci (Table 1b). The epistatic analysis was performed using two‐way ANOVA and showed a significant interaction between *lc* and *fas* for locule number (*p*‐value < 0.001) but not for other traits (Table 1b). The degree of dominance of each locus showed that *lc* affected locule number in a mostly additive manner. On the other hand, the *fas* mutation was nearly completely recessive over the wild type with a d/a value of −0.88 (Table S2).

**Table 1:** The effects of *lc* and *fas* mutations on fruit size, weight and locule number

	Plant N	Fruit perimeter (cm)	Fruit area (cm^2^)	Fruit weight (g/per fruit)
(a)				
Wild type	6	3.707 ± 0.083 a	1.000 ± 0.043 a	0.810 ± 0.061 a
*lc*	5	3.773 ± 0.106 a	1.034 ± 0.056 a	0.835 ± 0.063 a
*fas*	5	3.943 ± 0.094 b	1.125 ± 0.054 b	0.914 ± 0.063 ab
*lc/fas*	6	4.095 ± 0.092 b	1.215 ± 0.055 c	0.971 ± 0.060 b

Population	Traits	*p*‐value		
		*lc*	*fas*	*lc x fas*
				(b)
12S190(BC_8_)	Locule number	<0.001	<0.001	<0.001
	Fruit weight	<0.001	<0.001	0.963
13S133(BC_9_F_2_)	Locule number	<0.001	<0.001	<0.001
	Fruit weight	0.063	<0.001	0.544
	Fruit area	0.003	<0.001	0.234

(a) Comparisons of fruit perimeter, area and weight between the wild type, *lc, fas* and *lc/fas* NILs. The fruit weight represents the average value of 20 ripe fruits from 5 to 6 individual plants per genotype. The average fruit perimeter and area were measured from 8 to 10 ripe fruits. Pairwise comparisons between the NILs were performed using ANOVA and means were separated using Tukey's HSD test. (b) Effects and interactions of *lc* and *fas* on the traits of mature fruits. Significant effects and interactions were shown by the *p*‐values computed from the F ratio in ANOVA.

### 2.2 *lc* and *fas* produce fasciated inflorescences and enlarged meristems

To determine whether higher locule number was associated with increased size of the floral meristem, we compared their widths in young floral buds prior to the emergence of the carpel primordia. At 3 days post floral initiation (dpi), when the floral meristem was not yet enclosed by sepal primordia, FMs of single and double mutants were significantly wider than that in the wild type (Figure 3a,c). At 4 dpi after the initiation of petal primordia, the FM enlargement in *fas* was even more pronounced than at 3 dpi, especially in the *lc/fas* double mutant background (Figure 3b,d). For example, while wild type meristem stayed around the same width of approximately 147 μm, the *lc/fas* double NIL increased from 176 to 207 μm from 3 to 4 dpi. Notably, the synergistic effect between *lc* and *fas* on meristem size was not observed in floral buds at 3–4 dpi, suggesting that the interaction might happen at a later developmental stage. The data showed a positive trend between the floral meristem size and locule number resulting from the effects of *lc* and *fas*. In addition, *fas* allowed an extended period of meristem expansion compared to the wild type and *lc*.

**Figure 3:**
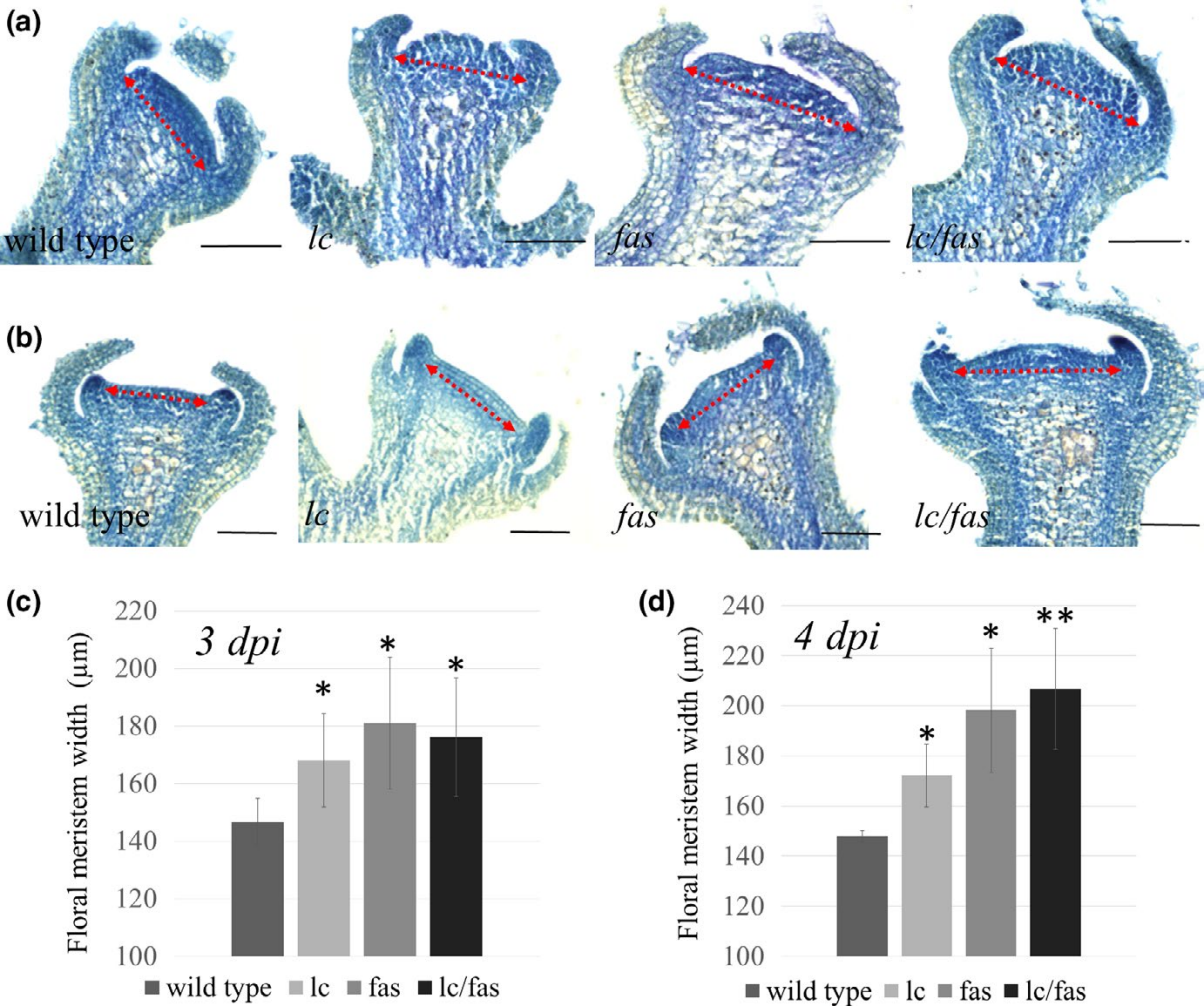
Floral meristem enlargement and fasciated inflorescences caused by *lc* and *fas*. (a–b) Longitudinal section of floral meristem of *lc*,* fas*,* lc*/*fas* NILs and the wild type at 3 and 4 dpi. The red dash arrow marks the width of each meristem. (c–d) Floral meristem width measured in 5–9 buds. Error bar denotes the standard deviation. A two‐tailed *t*‐test was performed between mutants and the wild type. Significant differences are indicated by asterisks. *p < 0.01, **p < 0.001. Scale bar = 100 μm

### 2.3 *lc* and *fas* affect the expression of *SlCLV3*,* SlWUS*,* SlYABBY2*, and *TAG1*

To reveal the effect of the *lc* and *fas* mutations on gene expression, we performed expression analyses using meristems and young floral buds from the wild type and mutant NILs. RNA was isolated from sympodial shoot apical meristem (SYM), the combined floral and inflorescence meristem (F&IM), and floral buds at 2, 4, and 6 dpi (Figure S1b). 

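The files hold a table of counts from 3′ Tag RNA-seq, a method that sequences only the 3′ end of each mRNA, for 34725 tomato genes in 60 libraries. They cover the wild type and the lc, fas and lc/fas NILs at 5 stages, with 3 replicates for each of the 20 groups. In units of 1000000 counts, the total per library was 4.33 to 7.84 in the wild type (median 5.35), 2.04 to 7.09 in lc (median 4.49), 0.441 to 7.29 in fas (median 4.36) and 2.67 to 9.17 in lc/fas (median 4.71). The smallest total, 0.441, belonged to fas at 6 dpi, replicate 3. For the wild-type SYM, replicate 1, the total is above the clean reads and the reads mapped to genes that Table S4 lists, so what a count stands for was not resolved; the values here use the totals of the count table. The authors trimmed the reads with fqtrim and aligned them with Rsubread to the tomato genome with its ITAG2.4 annotation; the settings of the counting step are not given in the sources used here. A line of the table without a gene name was left out. RPM was computed as counts per 1000000 counts of a library. Of the genes, 18901 passed the filter on low counts (edgeR's filterByExpr on the 20 groups) and were tested with edgeR's quasi-likelihood test after TMM normalization. Across the 5 stages a NIL was compared with the wild type in a model of stage and genotype, and within a stage in a model of the 20 groups, which share 1 estimate of the spread. P-values were adjusted by the Benjamini-Hochberg method over all genes tested, and for SlCLV3, SlWUS, SlYABBY2b, TAG1 and SlCLE9 within a stage over the 75 tests of these 5 genes in 3 NILs at 5 stages. An adjusted p under 0.1 counted as passing; the study used this threshold for the genotype effect, whereas the marks of its Figure 4 for SlCLV3, SlWUS, SlYABBY2b and TAG1 stand for an unadjusted p, the lowest for one under 0.1. Replicates of 1 group had a Pearson r of 0.910 to 0.989 across the tested genes on log2(RPM + 1) (median 0.980 over 60 pairs).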

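SlCLV3 (Solyc11g071380), which encodes the small peptide that limits the stem cell population, stood at 62.7 ± 12.6 RPM (SD, n = 3) in the wild-type SYM. It was 1.99-fold lower in fas, at 32.0 ± 5.01 RPM, and 1.95-fold lower in lc/fas, at 32.6 ± 6.58 RPM. In the F&IM the wild type held 45.35 ± 2.05 RPM, and the gene was 1.53-fold lower in fas (29.98 ± 3.86 RPM) and 1.51-fold lower in lc/fas (30.2 ± 3.42 RPM). Each of the 3 libraries of fas and of lc/fas lay below every wild-type library at both stages. In the SYM the log2 fold change was -0.996 in fas (standard error 0.18, adjusted p = 3.93e-06 over the 75 tests from edgeR's quasi-likelihood test) and -0.96 in lc/fas (standard error 0.18, adjusted p = 5.84e-06). The F&IM gave -0.62 in fas (standard error 0.18, adjusted p = 0.00320) and -0.59 in lc/fas (standard error 0.18, adjusted p = 0.00493). Adjusted over all genes tested, the changes in the SYM passed the threshold (adjusted p = 0.00337 in fas and 0.00294 in lc/fas) and those in the F&IM did not (0.773 and 0.989).

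**Figure D1:**
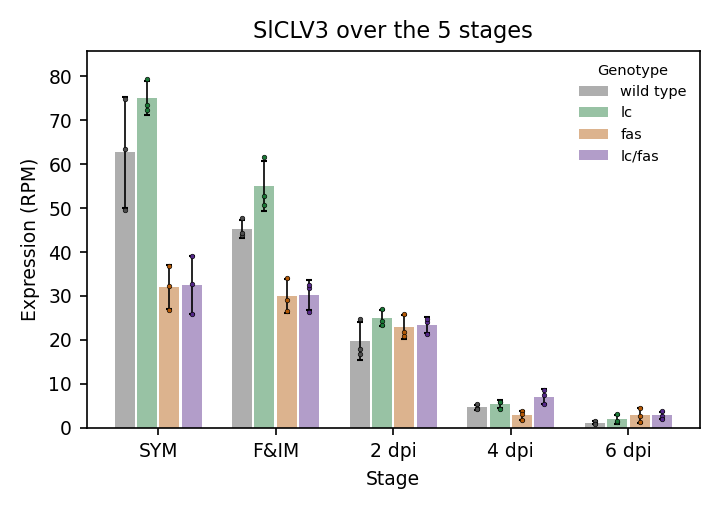
SlCLV3 expression in RPM (y axis) at the 5 stages (x axis) in the wild type and the 3 NILs; bars are means, error bars the SD of 3 replicates and points the libraries. In the SYM and the F&IM the libraries of fas and lc/fas lie below those of the wild type.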

As expected, the expression of *SlCLV3* was significantly lower in the SYMs and F&IMs in lines carrying *fas* compared to that in the wild type (Figure 4a). On the other hand, a significant increase in *SlCLV3* expression, specifically in SYMs, was detected in *lc*. This supported the notion that the two SNPs at CArG box in *lc* (Figure 1b) abolish the binding of a suppressor, resulting in increased expression of *SlWUS* and *SlCLV3* in SYMs. 

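In lc the SYM held 75.1 ± 3.85 RPM of SlCLV3 (SD, n = 3), a log2 fold change of 0.27 against the wild type (standard error 0.17), and 1 of the 3 lc libraries lay above every wild-type library. This difference did not pass edgeR's quasi-likelihood test (adjusted p = 0.199 over the 75 tests). Without wild type replicate 3 the log2 fold change was 0.42 and passed an unadjusted p under 0.05.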

After 2 dpi, expression of *SlCLV3* was similar among the genotypes. 

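Mean SlCLV3 expression was lower in older floral buds of each genotype. In fas the mean at 6 dpi was 2.83 RPM, close to that at 4 dpi, but 1.98 RPM without replicate 3, the library with the smallest total, a setting chosen after seeing the data. At 2 dpi it was 19.8 ± 4.34 RPM (SD, n = 3) in the wild type, 24.9 ± 1.85 in lc, 22.9 ± 2.68 in fas and 23.4 ± 1.76 in lc/fas; the log2 fold changes were 0.32, 0.19 and 0.22, and none passed the test (adjusted p = 0.172, 0.446 and 0.358 over the 75 tests from edgeR's quasi-likelihood test). At 4 dpi the means were 4.70 ± 0.599 RPM in the wild type, 5.39 ± 0.898 in lc, 2.87 ± 1.04 in fas and 7.11 ± 1.62 in lc/fas. At 6 dpi SlCLV3 was 2.47-fold higher in lc/fas (2.81 ± 0.865 RPM) than in the wild type (1.15 ± 0.295 RPM), and all 3 lc/fas libraries lay above every wild-type library. The log2 fold change at 6 dpi was 1.30 in lc/fas (standard error 0.36, adjusted p = 0.00228), 0.83 in lc (standard error 0.40, adjusted p = 0.0867) and 0.85 in fas (standard error 0.43, adjusted p = 0.130). The change in lc was 0.21 without lc replicate 3 and no longer passed, nor did it without wild type replicate 1 or 3 or with DESeq2, while that in fas was 1.44 without fas replicate 2 and 1.11 without wild type replicate 2. None of the changes at 6 dpi passed when adjusted over all genes tested.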

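SlWUS (Solyc02g083950) encodes the homeobox protein that keeps stem cells undifferentiated. In the SYM it rose from 11.2 ± 1.88 RPM (SD, n = 3) in the wild type to 15.9 ± 0.309 in lc, 18.8 ± 1.53 in fas and 21.7 ± 0.799 in lc/fas, which is 1.44-fold, 1.66-fold and 1.93-fold. In each NIL all 3 libraries lay above every wild-type library. In the F&IM, where the gene was most abundant, the means were 40.5 ± 4.21 RPM in the wild type, 41.85 ± 5.21 in lc, 46.2 ± 3.59 in fas and 45.5 ± 2.75 in lc/fas. The log2 fold changes in the SYM were 0.52 in lc (standard error 0.19, adjusted p = 0.0244 over the 75 tests from edgeR's quasi-likelihood test), 0.73 in fas (standard error 0.19, adjusted p = 0.00111) and 0.95 in lc/fas (standard error 0.19, adjusted p = 2.12e-05). Those in the F&IM were 0.06, 0.17 and 0.17 (adjusted p = 0.863, 0.435 and 0.441). Without wild type replicate 2 the change in lc in the SYM was 0.41 and no longer passed; adjusted over all genes tested, only that of lc/fas passed (adjusted p = 0.00781, against 0.186 in fas and 0.484 in lc).

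**Figure D2:**
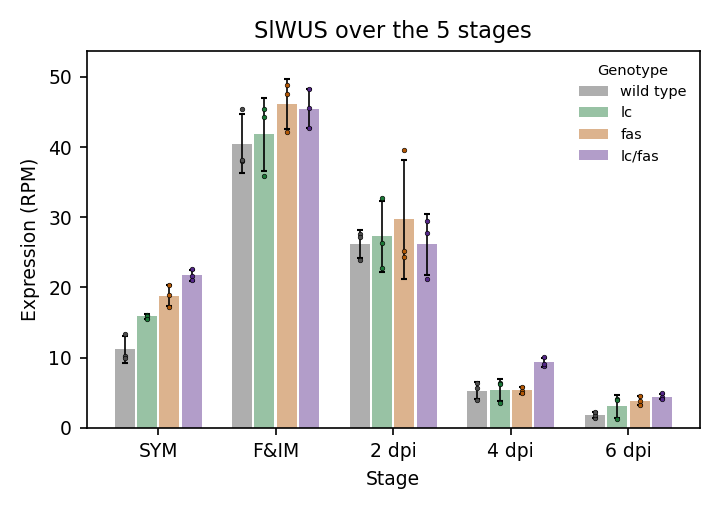
SlWUS expression in RPM (y axis) at the 5 stages (x axis) in the wild type and the 3 NILs; bars are means, error bars the SD of 3 replicates and points the libraries. In the SYM every NIL library lies above the wild-type libraries, and in the F&IM the genotypes overlap.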

*SlWUS* expression was significantly increased in the single and double mutants in the SYM but not in the F&IM. At the relatively late developmental stage of 6 dpi, *SlWUS* expression was higher in all mutants implying a delayed termination of gene expression (Figure 4b).

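At 6 dpi little SlWUS was left, 1.84 ± 0.446 RPM (SD, n = 3) in the wild type, which is 6 to 16 counts per library. It was 2.36-fold higher in lc/fas, at 4.46 ± 0.418 RPM, and 1.84-fold higher in fas, at 3.87 ± 0.653 RPM, and each of their 3 libraries lay above every wild-type library. The log2 fold change was 1.24 in lc/fas (standard error 0.28, adjusted p = 0.000173 over the 75 tests from edgeR's quasi-likelihood test) and 0.88 in fas (standard error 0.32, adjusted p = 0.0322). In lc it was 0.61 (standard error 0.31, adjusted p = 0.126, unadjusted p = 0.0687) and did not pass. The change in fas rests on few counts, 17, 18 and 2 in its 3 libraries. It no longer passed without fas replicate 1 (0.78) or with the libraries of 6 dpi alone (0.96, standard error 0.47). The spread at 6 dpi was 3.77 times the median of the other stages, more than the shared estimate allows for. None of the changes passed when adjusted over all genes tested (adjusted p = 0.175 in lc/fas and 0.166 in fas). From the higher SlWUS expression at 6 dpi, the paper proposes that termination of SlWUS expression was delayed.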

**Figure 4:**
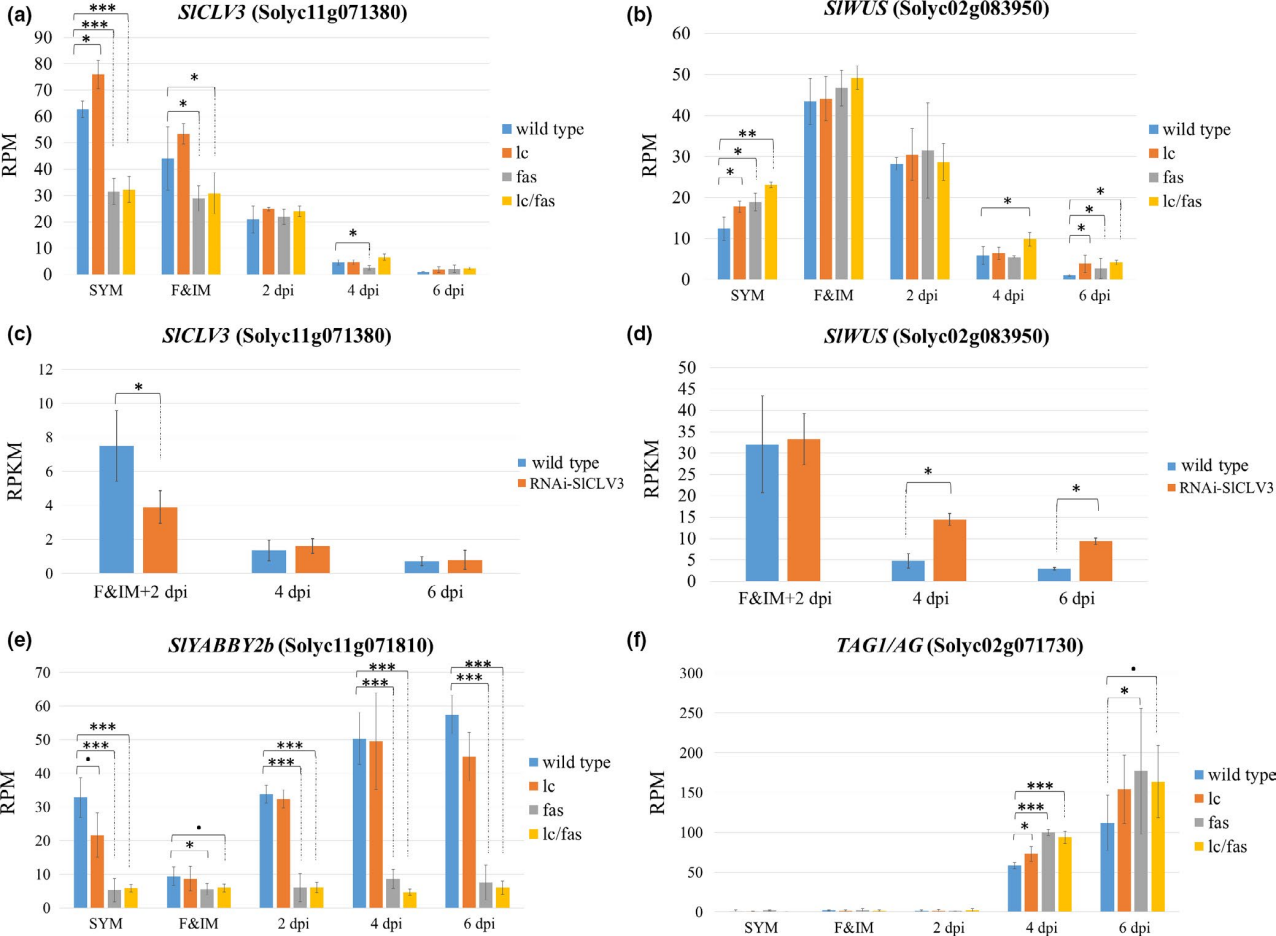
RNA‐seq analysis of *SlCLV3*,* SlWUS*,* SlYABBY2* and *TAG1* during floral development. Tissues were collected from *lc*,* fas*,* lc*/*fas*, RNAi‐*SlCLV3*, and the wild type plants at five developmental stages: sympodial shoot apical meristem (SYM), floral meristem with inflorescence meristem (F&IM), 2, 4 and 6 dpi. Shown are the normalized expression of *SlCLV3* (a, c) and *SlWUS* (b, d)*, SlYABBY2b* (e) and *TAG1* (f). The expression levels obtained from 3′ Tag RNA‐seq method (a, b, e, f) were normalized using reads per million reads (RPM), while data obtained from whole mRNA‐seq method (c, d) were normalized using reads per kilobase million reads (RPKM). The *p*‐value was obtained from linear‐based likelihood ratio test between mutants and the wild type using DEseq2 in R. Data are shown as means ± *SD* from three to four biological replicates. Significant differences are represented by asterisks. •*p* < 0.1, *p < 0.05, **p < 0.001 and ***p < 0.0001 (a, b, e, f). * adjusted *p* < 0.05 (c, d)

A significant reduction in *SlCLV3* expression resulting from the *SlCLV3* RNAi construct was also found in F&IM and 2 dpi floral bud tissues compared to the wild (Figure 4c). The residual *SlCLV3* expression was likely due to incomplete RNAi or the transcripts derived from the hairpin RNAi construct. Severe downregulation of *SlCLV3* also led to higher expression of *SlWUS* but only at 4 and 6 dpi (Figure 4d). Together, these results showed that the reduction in *SlCLV3* expression could lead to a delay in the suppression of *SlWUS*.

The genomic inversion in *fas* also resulted in a breakpoint in the first intron of *SlYABBY2b* (Figure 1b). As a result, *SlYABBY2b* expression persisted at low levels in *fas* and *lc/fas* at all stages, suggesting that the mutation did not fully block *SlYABBY2b* transcription (Figure 4e). However, almost all detected transcripts mapped to the 5′ region of *SlYABBY2b* comprising the first exon and before the breakpoint of the *fas* inversion (Figure S3). This indicated that the mutation led to the production of truncated RNAs that are likely non‐functional.

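SlYABBY2b (Solyc11g071810) encodes a transcription factor of the YABBY family, whose members act in lateral organs. Its expression fell in fas by a factor of 5.22 in the SYM, 1.79 in the F&IM, 5.57 at 2 dpi, 5.56 at 4 dpi and 5.15 at 6 dpi, to between 5.60 and 9.97 RPM. In lc/fas the factors were 5.22, 1.71, 4.86, 10.8 and 8.70. The wild type ran from 10.0 ± 2.58 RPM (SD, n = 3) in the F&IM to 53.1 ± 5.8 RPM at 6 dpi, so that the difference was smallest where the wild type itself was low. In the SYM the log2 fold change was -2.38 in both (standard errors 0.30 and 0.29; adjusted p = 1.42e-09 in fas and 8.38e-10 in lc/fas over the 75 tests from edgeR's quasi-likelihood test). The F&IM gave -0.84 in fas (adjusted p = 0.0243) and -0.78 in lc/fas (adjusted p = 0.0377). The changes in the F&IM no longer passed without wild type replicate 3 (-0.67 and -0.60), nor that of lc/fas without lc/fas replicate 1 (-0.61). In lc, SlYABBY2b was 1.46-fold lower in the SYM (log2 fold change -0.55, standard error 0.26, adjusted p = 0.0832), a call that ended without lc replicate 2 (-0.36) or 3, wild type replicate 1 or 3, or lc/fas replicate 2 or 3, and with the SYM alone.

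**Figure D3:**
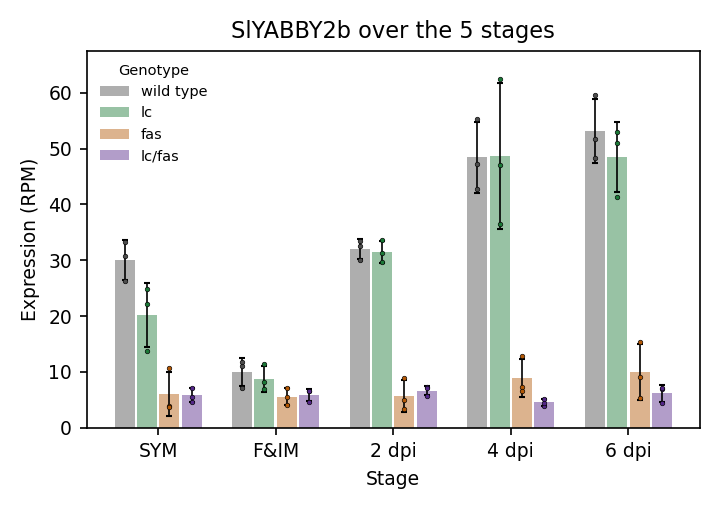
SlYABBY2b expression in RPM (y axis) at the 5 stages (x axis) in the wild type and the 3 NILs; bars are means, error bars the SD of 3 replicates and points the libraries. The bars of fas and lc/fas stay under 10 RPM at every stage while those of the wild type and lc vary with the stage.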

We wanted to evaluate whether the *WUS*‐dependent *AG* expression found in Arabidopsis is conserved in tomato. 

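TAG1 (Solyc02g071730) is the tomato homolog of AGAMOUS, which specifies stamens and carpels and ends floral stem cell activity. At 4 dpi it was 1.55-fold higher in fas (111.3 ± 5.55 RPM, SD, n = 3) and 1.54-fold higher in lc/fas (107.8 ± 8.3 RPM) than in the wild type (70.3 ± 6.88 RPM). In lc it stood at 87.8 ± 8.58 RPM. All 3 libraries of each NIL lay above every wild-type library. The log2 fold change was 0.63 in fas (standard error 0.24, adjusted p = 0.0300 over the 75 tests from edgeR's quasi-likelihood test) and 0.62 in lc/fas (standard error 0.24, adjusted p = 0.0323); in lc it was 0.32 (standard error 0.24, adjusted p = 0.299) and did not pass. Without wild type replicate 2 the changes in fas (0.56) and lc/fas (0.54) no longer passed, and none passed when adjusted over all genes tested.

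**Figure D4:**
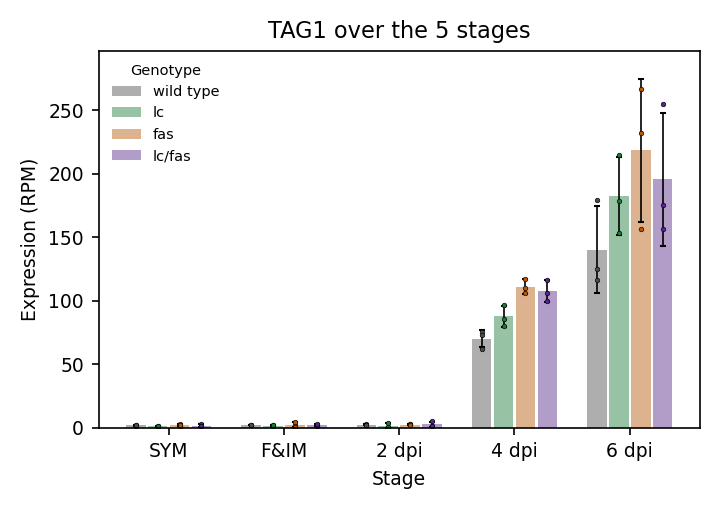
TAG1 expression in RPM (y axis) at the 5 stages (x axis) in the wild type and the 3 NILs; bars are means, error bars the SD of 3 replicates and points the libraries. TAG1 is near 0 up to 2 dpi and at 4 dpi every NIL library lies above the wild-type libraries.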

The expression of tomato *AG* homolog *TAG1* was significantly increased in *lc*,* fas*,* lc/fas* floral buds at stage 4 dpi (Figure 4f). These differences were also observed in mutants at 6 dpi albeit to a lesser extent than at 4 dpi. 

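TAG1 expression was higher at 6 dpi than at 4 dpi in each genotype: 140.2 ± 34.2 RPM (SD, n = 3) in the wild type, 182.5 ± 30.8 in lc, 218.6 ± 56.5 in fas and 195.7 ± 52.3 in lc/fas. In fas it was 1.59-fold higher than in the wild type, with 2 of 3 libraries above every wild-type library. In lc/fas and in lc 1 of 3 libraries was. The log2 fold change was 0.67 in fas (standard error 0.24, adjusted p = 0.0226 over the 75 tests from edgeR's quasi-likelihood test), 0.50 in lc/fas (standard error 0.24, adjusted p = 0.0795) and 0.39 in lc (standard error 0.24, adjusted p = 0.189). The change in fas no longer passed without wild type replicate 1 (0.55); that in lc/fas no longer passed without lc/fas replicate 2 (0.32) or without wild type replicate 1 (0.39) or 3 (0.45), nor with total-count scaling, without the filter or with the libraries of 6 dpi alone.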

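Whether lc and fas together raised TAG1 more than the sum of their single effects was tested as the lc by fas interaction on the log2 scale, with 3 libraries of each genotype. For TAG1 it was -0.33 at 4 dpi (standard error 0.34) and -0.55 at 6 dpi (standard error 0.34), so that the double mutant lay below that sum. Neither passed edgeR's quasi-likelihood test (adjusted p = 1.00 and 0.386 over all genes). The value at 6 dpi ran from -0.85 without wild type replicate 2 to -0.43 without lc replicate 1, and passed an unadjusted p under 0.05 without wild type replicate 2, fas replicate 3 or lc/fas replicate 2.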

Notably, the synergistic effect of *lc* and *fas* was not observed from *TAG1* expression, suggesting that *SlWUS* solely controls *TAG1* expression. It is conceivable that TAG1 leads to downregulation of *SlWUS* though its binding to the CArG box located 3′ of *SlWUS*. However, the increased expression of *TAG1* in *lc*,* fas* and *lc*/*fas* NILs was not associated with reduced *SlWUS* expression suggesting that *TAG1* might not directly involved in *SlWUS* repression.

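At 4 dpi, where TAG1 was higher in fas and lc/fas, SlWUS stood at 5.30 ± 1.24 RPM (SD, n = 3) in the wild type, 5.38 ± 1.6 in lc and 5.34 ± 0.451 in fas. In lc/fas it was 1.73-fold higher, at 9.33 ± 0.664 RPM, with all 3 libraries above every wild-type library. The log2 fold change of SlWUS was 0.79 in lc/fas (standard error 0.22, adjusted p = 0.00288 over the 75 tests from edgeR's quasi-likelihood test). It was 0.03 in lc and -0.03 in fas (standard error 0.24, adjusted p = 0.959 in both). The change in lc/fas did not pass when adjusted over all genes tested.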

### 2.4 Pronounced temporal‐spatial expression changes of *SlCLV3* and *SlWUS* in the *lc* and *fas* NILs

To determine whether temporal‐spatial expression patterns of *SlCLV3* and *SlWUS* were altered in the NILs, we performed RNA in situ hybridization (Figure 5). In FM, the spatial expression of *SlWUS* revealed no dramatic changes in expression level among the genotypes (Figure 5a), a finding that was consistent with results from the RNA‐seq analyses (Figure 4). At 2–3 dpi, we observed an expansion of the *SlWUS* expression domains in the single and double NILs compared to that in the wild type (Figure 5b). At 4–7 dpi, *SlWUS* expression in the NILs was constrained again to the center and appeared similar to the pattern found in the wild type (Figure 5c). The most substantial change in *SlWUS* expression pattern was found in the *SlCLV3‐*RNAi lines (Figure 5a–c). Contrary to the single and double NILs, the *SlCLV3*‐RNAi led to a lateral expansion of the *SlWUS* expression domain in the floral buds especially at the later stages of bud development.

**Figure 5:**
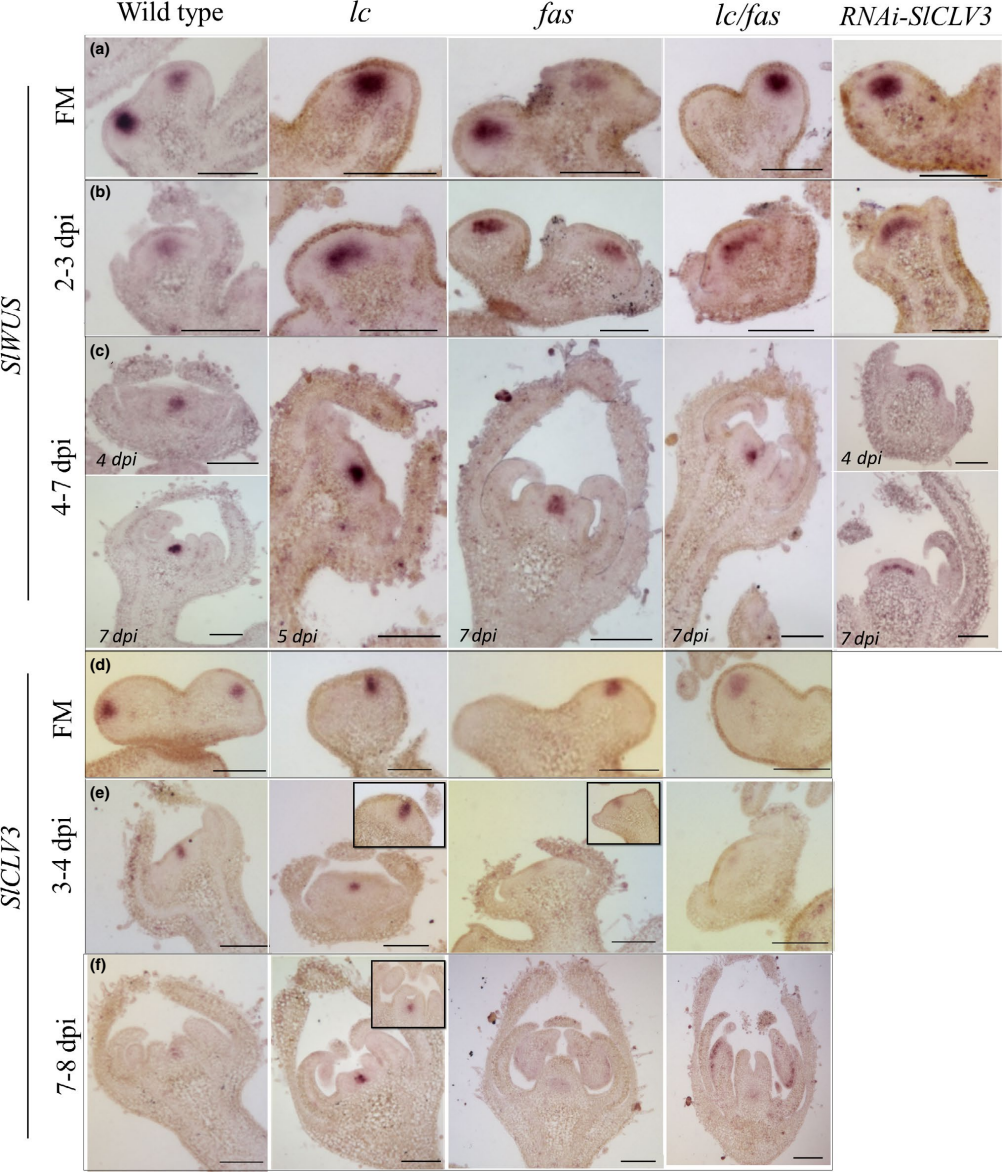
Expression domains of *SlWUS* and *SlCV3* in tomato floral meristems. (a–c) *SlWUS* expression domain in wild type, *lc*,* fas*,* lc*/*fas* NILs and RNAi‐*SlCLV3* lines in floral meristems, floral buds at 2–3 dpi with emerged sepal primordia, floral buds at 4 dpi with emerged petal primordia, and floral buds at 7 dpi which carpel primordia formed a central column. (d–f) *SlCLV3* expression domain in wild type, *lc*,* fas*, and *lc*/*fas* NILs in floral meristems, floral buds at 3–4 dpi and floral buds at 7–8 dpi. The figure inserts show additional tissue sections of the same genotype at the same developmental stages. The genes used as probes are shown on the left. Scale bar = 100 μm

Expression of *SlCLV3* in the FM showed a similar pattern as *SlWUS* (Figure 5d). While *SlCLV3* exhibited a similar expression pattern between *lc* and the wild type in FMs and 3–4 dpi tissues, it is expressed at a much higher level in *lc* at 7–8 dpi (Figure 5d–f). By contrast, the *fas* and *lc/fas* mutants led to a weaker expression of *SlCLV3* in the floral buds at 3–4 or 7–8 dpi (Figure 5d–f). These RNA *in situ* hybridization results are complementary with the RNA‐seq results in supporting the expression changes of *SlCLV3* and *SlWUS* in NILs and RNAi plants.

### 2.5 Differentially expressed genes in *lc* and *fas*

To decipher the genome‐wide gene expression changes resulting from mutations in *lc* and *fas*, we applied linear factorial analysis on the RNA‐seq results across the five developmental stages. Differentially expressed genes (DEGs) that were consistently up‐ or down‐regulated across different stages were identified as genes with significant genotype effect, while DEGs responding differently to genotypic and developmental variations (ex: showing dynamic expression patterns across stages) were considered as genes with significant genotype by developmental (G × D) effects. A total of 669 and 13 DEGs were identified with significant genotype (Padj < 0.1) and G × D interaction effects (*p* < 0.001), respectively (Data S1), which is a relatively low threshold level. 

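A genotype effect (adjusted p under 0.1) was found for 610 of the 18901 genes tested in all 60 libraries with edgeR's quasi-likelihood test of the 3 genotype terms beside stage. They include SlCLE9, SlYABBY2b, the putative sterol enzyme DWARF1 and the meristem gene STM. Of the 669 genes with a genotype effect in Data S1, 667 could be tested here and 469 were called; 140 called genes are not in Data S1. The genotype by stage interaction had an unadjusted p under 0.001 for 5 genes: SlCLV3, SlYABBY2b, an NPH3 homolog (Solyc11g040040), Solyc03g117230 and Solyc10g078990. The first 3 of these also showed a genotype effect. Libraries of 1 genotype and replicate number deviated together across stages (mean r of 0.194 over 120 pairs), whereas the test treats the 60 libraries as separate: after their counts were summed within each of the 12 collections of 1 genotype and replicate number, 12 genes were called for the genotype effect. Without fas replicate 1 the genotype effect counted 931 genes. It counted 1282 with the replicate number as a block, 289 in the 4 floral stages and 122 with limma-voom and the collection as a block. The interaction counted 10 genes without fas replicate 2, 9 without wild type replicate 2, 8 without lc replicate 2 and 9 without the filter. It counted 14 with DESeq2, 12 with the replicate number as a block and 31 with the same limma-voom fit.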

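Across the stages 31 genes were higher and 30 lower in lc than in the wild type, 185 higher and 234 lower in fas, and 157 higher and 154 lower in lc/fas, each from 15 libraries against 15. In lc the strongest rises included a proteinase inhibitor of the PR-6 family (Solyc09g089530, log2 fold change 0.92) and an AMP-dependent synthetase (Solyc08g008310, 0.91). Beside SlCLE9, fas raised a homolog of a jasmonate-zim-domain protein (Solyc08g036640, 0.86) and a calcium-dependent lipid-binding protein (Solyc12g040800, 0.94), and it lowered a Kunitz protease inhibitor (Solyc03g098710, -0.87). Among genes with a mean of at least 5 RPM and 1 direction in all stages, the largest fall in lc/fas after SlYABBY2b was that of Solyc01g081250 (-2.12, adjusted p = 7.27e-14 from edgeR's quasi-likelihood test). For 31 genes the double mutant departed from the sum of both single effects; this count was 5 after the libraries were summed per collection, 10 with limma-voom and the collection as a block, and 119 without fas replicate 1. With the same sums 4 genes were called in lc, 8 in fas and 6 in lc/fas, and with the same limma-voom fit 21, 71 and 60. Of the 21 genes that Data S1 places in the introgressed segments, 20 showed a genotype effect: 2 were higher in lc, 2 higher and 8 lower in fas, and 6 higher and 9 lower in lc/fas (3 and 2 in lc, 6 and 11 in fas, and 7 and 12 in lc/fas when adjusted over the list alone; camera adjusted p = 0.0799, 0.00379 and 0.00379 with an estimated correlation). The study chose them on these libraries, so this is not independent evidence. The count for lc was 148 without wild type replicate 2; that for fas was 109 without fas replicate 2, 170 without wild type replicate 3, 1006 without fas replicate 3, 1699 without fas replicate 1 and 1969 without wild type replicate 2. That for lc/fas was 164, 172 and 651 without lc/fas replicate 1, wild type replicate 3 and lc/fas replicate 3. It was 602 with the replicate number as a block, which pairs lc/fas with the wild type. The same block gave 210 for lc and 1150 for fas, where the replicate numbers pair less clearly.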

The low number of genes that were identified under the model implied that very few differentially expressed genes resulted from one mutation or the other. This finding is consistent with the notion that *lc* and *fas* are not null mutations, and therefore have a relatively weak impact on downstream genes of either mutation. With seven genes shared by the two categories (669 DEGs in the “genotype effect” and 13 DEGs in the “G × D effect”), a total of 675 unique DEGs were used for the downstream data analyses. The 13 DEGs that showed G × D interaction included the known *SlCLV3* (*Solyc11 g071380*), *SlWUS* (*Solyc02 g083950*) and *SlYABBY2b* (*Solyc11 g071810*) (Figure 6). 

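Of the 13 interaction genes of Data S1, SlCLV3 (adjusted p = 0.00114 for the genotype by stage interaction, edgeR's quasi-likelihood test over all genes), SlYABBY2b (adjusted p = 0.0253), the NPH3 homolog Solyc11g040040 (adjusted p = 7.52e-05) and Solyc03g117230 (adjusted p = 0.0505) passed an adjusted p under 0.1. In the SYM Solyc03g117230 rose in lc/fas (log2 fold change 0.86, adjusted p = 0.0146), and at 6 dpi it rose in fas (1.38, standard error 0.41, adjusted p = 0.0809). The rise in fas at 6 dpi did not hold without wild type replicate 1 or with the libraries of 6 dpi alone, where SlYABBY2b was the only gene called. Solyc10g078990 passed only the unadjusted p under 0.001. SlWUS did not pass either threshold (adjusted p = 1.00, n = 60 libraries). With DESeq2 its unadjusted p was 0.000910. The paper chose the cutoff of 0.001 from SlWUS with DESeq2 on these libraries, so that pass is not independent evidence. As a list, the 13 genes held 1 lower in lc, 2 higher and 3 lower in fas, and 4 higher and 2 lower in lc/fas over the 5 stages (1 lower, 4 and 4, and 6 and 2 when adjusted over the list alone). The study chose them on these libraries, so the list is not independent evidence.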

Genes involved in nutrient and hormone transport included the sugar transporter *SlSWEET1b* (*Solyc04 g064620*) and the auxin efflux carrier *SlSoPIN1a* (*Solyc10 g078370*). 

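SlSWEET1b (Solyc04g064620), a sugar transporter, rose over the 5 stages in fas (log2 fold change 0.42, standard error 0.09, adjusted p = 0.00362 from edgeR's quasi-likelihood test) and in lc/fas (0.47, standard error 0.09, adjusted p = 0.00108) but not in lc (0.07, adjusted p = 0.839). In RPM the difference was largest at 2 dpi (69.0 in the wild type, 95.2 in fas and 90.7 in lc/fas) and on the log2 scale in the SYM, where the gene stood at 2.80 ± 0.982 RPM (SD, n = 3) in the wild type, 4.44 in lc, 6.64 ± 1.19 in fas and 7.82 ± 0.589 in lc/fas. There the log2 fold change was 1.13 in fas (standard error 0.24, adjusted p = 0.0587) and 1.40 in lc/fas (standard error 0.23, adjusted p = 0.000943). SlSoPIN1a (Solyc10g078370), an auxin efflux carrier, was most abundant in the F&IM, at 342.6 ± 10.7 RPM in the wild type. It was not called in any NIL over the 5 stages or at any stage; in the SYM, where the wild type held 122.2 ± 14.3 RPM, its log2 fold change was 0.42 in fas (standard error 0.12, adjusted p = 0.357). Neither gene passed the genotype by stage interaction at an unadjusted p under 0.001 with edgeR; with DESeq2 SlSWEET1b did (unadjusted p = 0.000582). The rise of SlSWEET1b in fas over the 5 stages no longer passed without fas replicate 2 (0.35).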

The *SlSWEET1b* is a homolog of Arabidopsis *AtSWEET1* that encodes a transmembrane sugar transporter (Chen et al., 2010; Feng, Han, Han, & Jiang, 2015). Sugar transporters are known to affect meristem development by regulating sugar accumulation and distribution in the meristem (Francis & Halford, 2006; Lastdrager, Hanson, & Smeekens, 2014). The *slpin1a* loss‐of‐function mutation, also known as *entire‐2*, causes aberrant organ positioning in the shoot, inflorescence and floral meristems by disrupting directional auxin transport (Martinez, Koenig, Chitwood, & Sinha, 2016). 

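A putative glucose-6-phosphate isomerase (PGI, Solyc04g076090), an enzyme of glycolysis, was lower in fas at 6 dpi, at 20.1 ± 2.52 RPM (SD, n = 3) against 36.8 ± 10.4 RPM in the wild type (log2 fold change -0.96, standard error 0.21, adjusted p = 0.0377 from edgeR's quasi-likelihood test). The alcohol dehydrogenase gene SlADH2 (Solyc06g059740) was lower in lc/fas at 2 dpi, at 8.38 ± 1.28 RPM against 29.3 ± 13.9 RPM (log2 fold change -1.81, standard error 0.28, adjusted p = 0.000398), and over the 5 stages (-0.63, standard error 0.16, adjusted p = 0.0318). A homolog of ANTHOCYANINLESS 2 (Solyc03g026070) was not called in any NIL; in the SYM it stood at 9.90 ± 0.55 RPM in lc and 15.8 ± 3.46 RPM in the wild type (log2 fold change -0.65, standard error 0.23, adjusted p = 0.483). The genotype by stage interaction of these 3 genes did not reach an unadjusted p under 0.001 with edgeR; with DESeq2 that of SlADH2 did (unadjusted p = 0.000212). The fall of PGI in fas at 6 dpi did not hold without wild type replicate 1 or with the libraries of that stage alone, where SlYABBY2b was the 1 gene called. The fall of SlADH2 over the 5 stages no longer passed without lc/fas replicate 1 (-0.56).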

We also identified genes encoding metabolic enzymes such as glucose‐6‐phosphate isomerase (*Solyc04 g076090*), *ALCOHOL DEHYDROGENASE 2*/*SlADH2* (*Solyc06 g059740*) involved in fatty acid degradation and the production of volatiles during fruit ripening (Speirs et al., 1998), and a close homolog of Arabidopsis *ANTHOCYANINLESS 2* (*ANL2*) in Arabidopsis (*Solyc03 g026070*), which affects anthocyanin accumulation (Kubo, Peeters, Aarts, Pereira, & Koornneef, 1999). 

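The NPH3 homolog Solyc11g040040 fell strongly in both single mutants and was not called in the double mutant over the 5 stages. In the SYM the wild type held 10.9 ± 1.27 RPM (SD, n = 3), lc 2.33 ± 0.635 and fas 1.49 ± 1.03, whereas lc/fas held 7.84 ± 1.17. The log2 fold change in the SYM was -2.18 in lc (standard error 0.25, adjusted p = 5.00e-07 from edgeR's quasi-likelihood test) and -2.92 in fas (standard error 0.27, adjusted p = 1.81e-10). The fall grew smaller with development, to -0.34 in lc and -0.60 in fas at 6 dpi, while the wild type rose to 61.96 ± 1.03 RPM at 4 dpi. Over the 5 stages it was -1.09 in lc (standard error 0.14, adjusted p = 3.00e-07), -1.27 in fas (standard error 0.14, adjusted p = 2.91e-09) and -0.14 in lc/fas (standard error 0.13, adjusted p = 0.764). Its lc by fas interaction over the 5 stages was 2.22 (standard error 0.20, adjusted p = 4.57e-12).

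**Figure D5:**
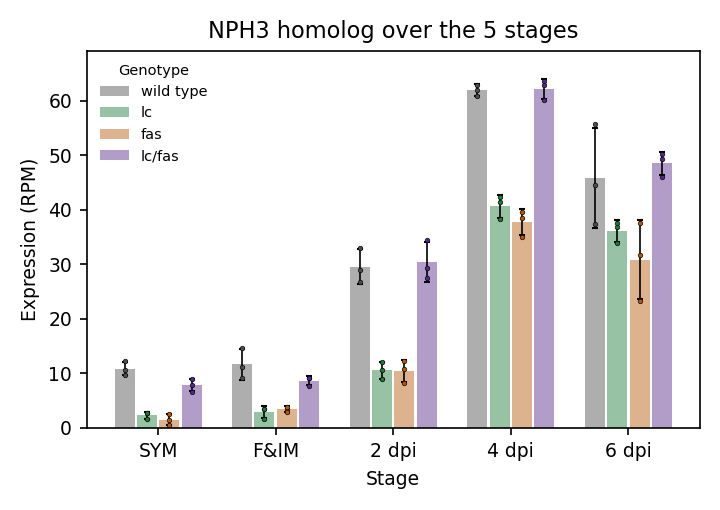
Expression of the NPH3 homolog Solyc11g040040 in RPM (y axis) at the 5 stages (x axis) in the wild type and the 3 NILs; bars are means, error bars the SD of 3 replicates and points the libraries. The bars of lc and fas lie below those of the wild type and lc/fas, most clearly up to 2 dpi.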

DEGs with G × D interaction effects also included a NON‐PHOTOTROPIC HYPOCOTYL 3 (NPH3) protein (*Solyc11 g040040*) that is involved in phototropic responses and protein ubiquitination in Arabidopsis (Gingerich et al., 2005; Pedmale & Liscum, 2007).

**Figure 6:**
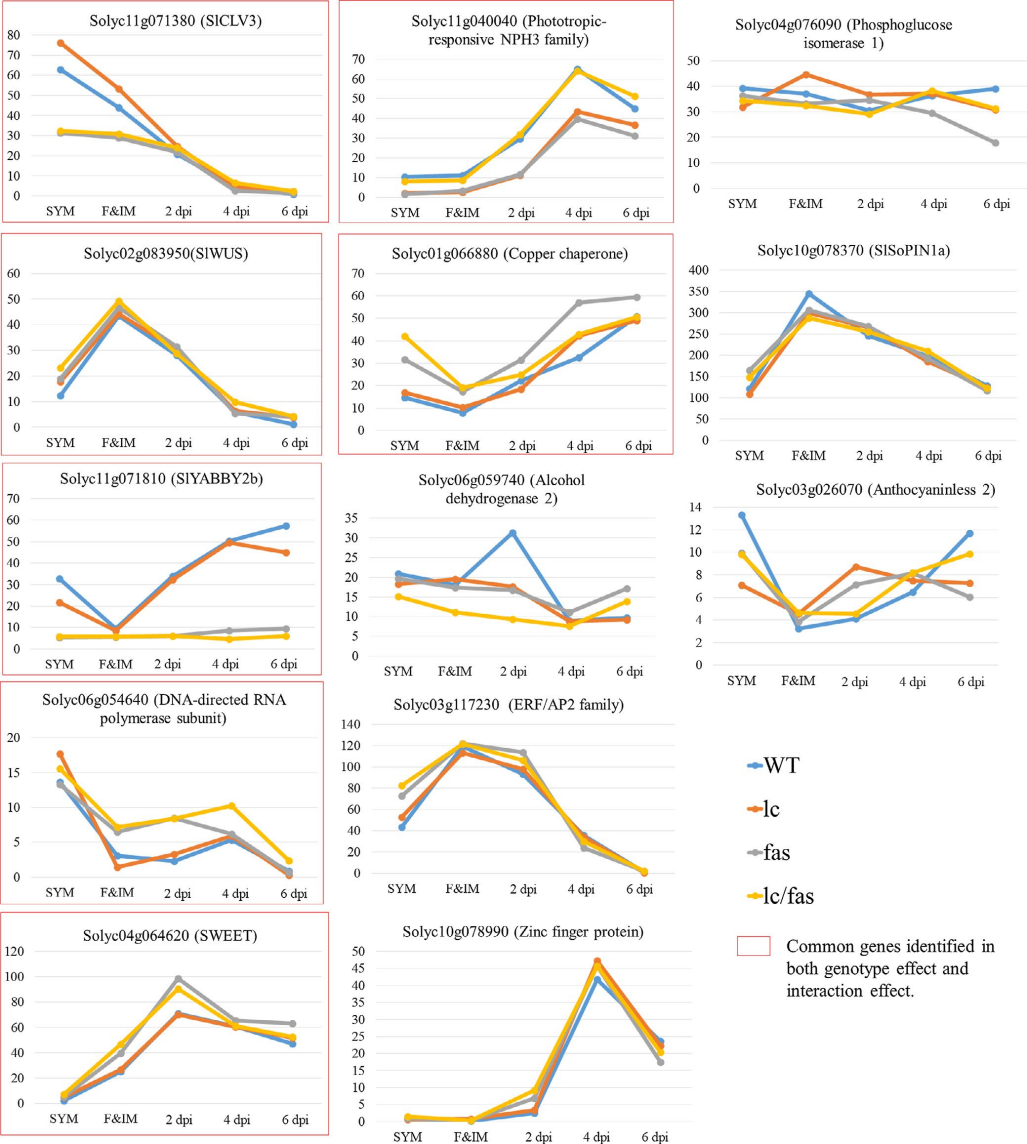
Differentially expressed genes with significant genotype × development (G × D) interaction effects. *Y*‐axis represents the RPM value. *X*‐axis represents five different developmental stages

### 2.6 Cluster analysis and DEGs co‐expressed with *SlWUS*

The linear factorial modeling identified a large collection of DEGs that were consistently up‐ or down‐regulated in all developmental stages as well as those showing genotype‐ and developmental stage‐ dependent differential expressions. To identify groups of DEGs with similar expression dynamics among the 675 DEGs dataset, we conducted fuzzy C‐means clustering using corresponding genes with normalized expression levels in the WT. This led to the identification of eight co‐expressed clusters with cluster 1 representing *SlWUS* and *SlCLV3* (Figure 7a). 

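Cluster 1 of Data S1 holds 98 genes, among them SlWUS and SlCLV3. In the wild type 85 of them had their highest mean RPM in the F&IM and 13 at 2 dpi, among the F&IM, 2, 4 and 6 dpi (n = 3 libraries per stage). Their median log2 ratio of 6 dpi to F&IM was -0.71. In fas 13 of the genes were higher and 23 lower than in the wild type over the 5 stages (adjusted p under 0.1, edgeR's quasi-likelihood test), so that the cluster holds genes that moved in both directions. The study formed the clusters on these libraries, so their stage profile was not tested.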

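The genes of clusters 2 and 6 were expressed early in floral development in the wild type. Peaks were taken among the floral stages, with the SYM left out. Of the 74 genes of cluster 2, 70 had their highest mean RPM in the F&IM, with a median log2 ratio of 6 dpi to F&IM of -0.30. Of the 74 genes of cluster 6, 69 had it at 2 dpi, with a median log2 ratio of -0.25. Genes of cluster 6 include kinesins, the motor proteins that move along microtubules; in fas 13 genes of this cluster were higher and 17 lower than in the wild type over the 5 stages (adjusted p under 0.1, edgeR's quasi-likelihood test). The means are of 3 libraries per stage, and the stage profiles were not tested because the study formed the clusters on these libraries.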

Clusters with DEGs that showed higher expression at early developmental stages (cluster 1, 2, 6) were highly enriched in GO terms for “stem cell population maintenance” and “microtubule motor activity” (Table 2). DEGs with higher expression at the later developmental stages (cluster 5 and 8) were specifically enriched in “steroid biosynthetic processes”. 

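Clusters 5 and 8 rose toward the later floral buds of the wild type, with peaks taken among the floral stages and the SYM left out. Of the 154 genes of cluster 5, which include enzymes of sterol synthesis, 128 had their highest mean RPM at 6 dpi and 26 at 4 dpi, and the median log2 ratio of 6 dpi to F&IM was 1.10. Of the 144 genes of cluster 8, 139 had it at 6 dpi, with a median ratio of 0.93. In fas 21 genes of cluster 5 were higher and 52 lower than in the wild type over the 5 stages (48 and 67 when adjusted over the list alone), and 36 genes of cluster 8 were higher and 11 lower (87 and 18), at an adjusted p under 0.1 from edgeR's quasi-likelihood test. With an estimated correlation the camera test gave an adjusted p = 0.154 for cluster 5 and 0.0144 for cluster 8. The clusters were formed on these libraries, so this is not independent evidence, and the 2 clusters were not tested against each other.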

Cluster 1, 5 and 6 were selected as they contained the GO terms that were most significantly overrepresented in any of the clusters (adj. *p*‐value < 1e‐05).

**Figure 7:**
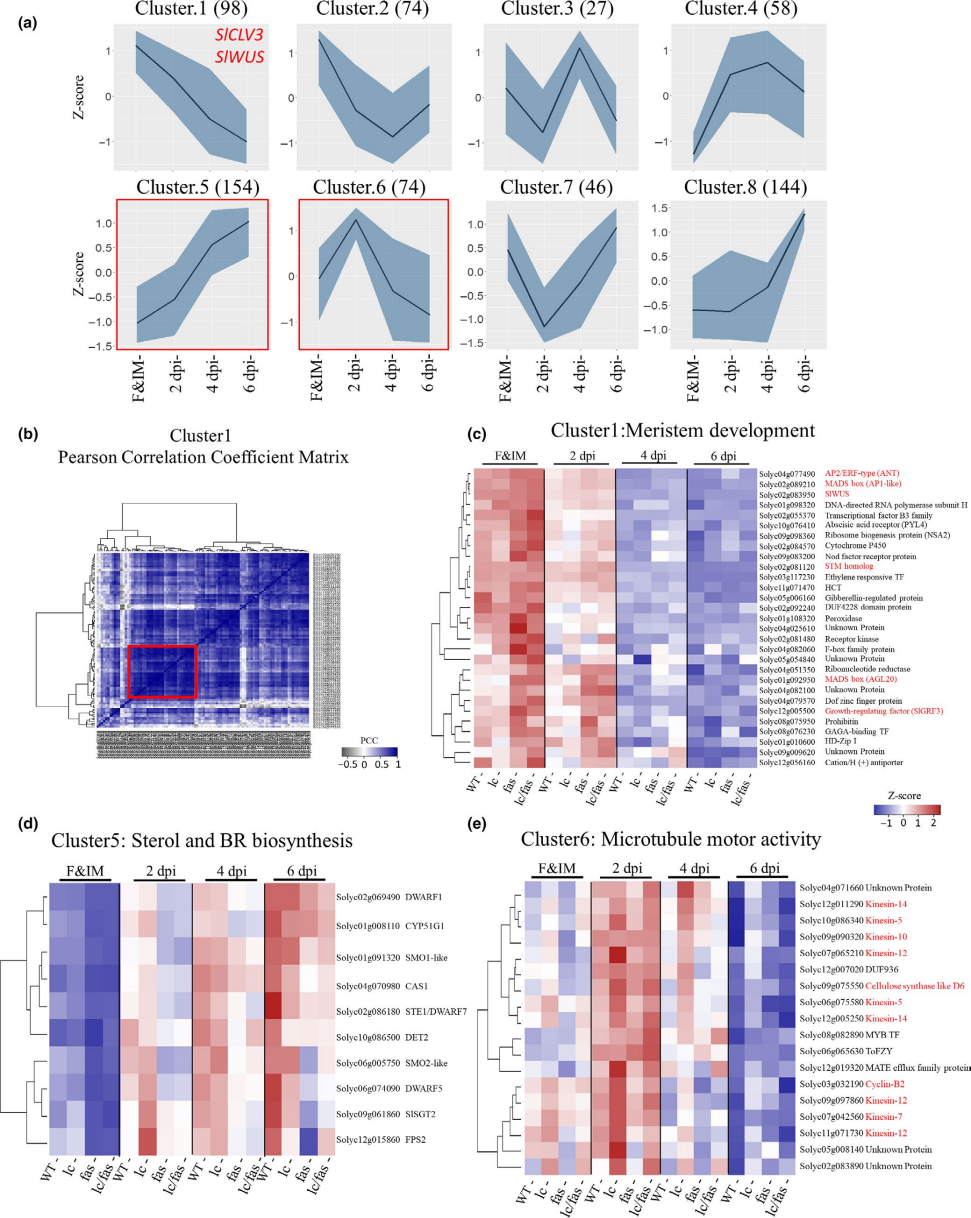
Expression profiles of the co‐expressed gene clusters. (a) Eight co‐expressed clusters identified from normalized expression values (z‐scores) of the wild type samples are clustered using K‐mean algorithm in Mfuzz (R package). The dark blue lines represent the average of expression values, whereas the light blue regions represent the maximum and minimum expression values. (b) Pearson Correlation Coefficient matrix based on the expression of genes in WT and mutants in cluster 1. The core genes co‐expressed with *SlWUS* are marked by the red square. (c) Heatmap of core genes co‐expressed with *SlWUS* in cluster 1. Normalized expression values were used for hierarchical clustering. (d) Cluster 5 enriched with genes involved in sterol biosynthesis. Although *Solyc10 g086500* was not significantly differentially expressed below the adj. *p* < 0.1 threshold, it was included in this analysis based on *p*‐value < 0.01 and its GO signature. (e) Cluster 6 enriched with genes involved in microtubule motor activity and cell cycle processes in cluster 6. Genes highlighted in red are putatively involved in microtubule binding activity and cytokinesis

**Table 2:** Enriched GO terms in each co‐expressed gene cluster

	GO term	adjP(BH)	#G	Arabidopsis Homolog
Cluster1	Stem cell population maintenance	1.90E‐06	6	[AGL20, ANT, CLV3(SlCLE15/FAS), LHW, STM, WUS]
	Reproductive structure development	3.40E‐03	11	[ACX4, AGL20, ANT, AP1, APX1, FES1, PIN1, SMT1, SPL15, STM, WUS]
	Oxidoreductase activity	5.80E‐03	3	[ALDH10A8, ALDH22A1, CER4]
	Response to reactive oxygen species	7.40E‐03	4	[APX1, CCS, CSD2, CYT1]
	Establishment of protein localization to organelle	3.20E‐02	3	[ACX4, AGL20, ATERDJ2A]
	Amine metabolic process	3.60E‐02	3	[ALDH10A8, GDU1, STM]
	Cytoskeleton organization	4.30E‐02	3	[EHD2, PLE, RPL3B]
Cluster2	Anatomical structure morphogenesis	3.20E‐02	6	[CLE41(SlCLE13), CLV3(SlCLE9), DFL1, GID1C, LOX1, UGT74E2]
	Post‐embryonic organ development	4.10E‐02	3	[ARPN, GID1C, LOX1]
	Cellular response to lipid	4.60E‐02	3	[AREB3, GID1C, UGT74E2]
	Monocarboxylic acid metabolic process	2.40E‐02	5	[GAPC2, LACS4, LOX1, MOD1, UGT74E2]
Cluster3	NA			
Cluster4	Phenylpropanoid metabolic process	8.70E‐03	3	[ATR2, PAL2, UGT72E1]
	Transferase activity, transferring acyl groups	3.20E‐02	3	[ACLA‐2, ASAT1, ICL]
	Tissue development	2.70E‐02	4	[ETC1, PIR121, YA]
Cluster5	Oxidoreductase activity	2.40E‐03	5	[ABA2, CAD9, DWF1, HPR, XDH1]
	Response to karrikin	4.00E‐04	5	[ELF4, GI, PAL1, UGT78D2, ZIFL1]
	Phenylpropanoid metabolic process	3.90E‐04	6	[4CL3, APRR2, CAD9, DWF1, PAL1, UGT78D2]
	Pollen development	1.00E‐02	5	[4CL3, BT1, CAS1, PAL1, UTR3]
	Homeostatic process	2.30E‐02	6	[CAX3, CRY2, HA1, IAMT1, NHX2, WCRKC1]
	Response to oxidative stress	2.10E‐04	9	[BT1, CYT1, GI, HSFA2, LOL1, OXS3, PAL1, WCRKC1, XDH1]
	Response to water deprivation	3.90E‐04	8	[ABA2, CRY2, HA1, HPR, PAL1, SIP3, XDH1, ZIFL1]
	Regulation of reproductive process	1.00E‐02	5	[CAL, CRY2, ELF3, ELF4, GI]
	Response to light stimulus	1.20E‐02	9	[ASN1, CRY2, ELF3, ELF4, GI, HPR, HSFA2, JAC1, PAL1]
	Steroid biosynthetic process	1.40E‐06	7	[CYP51G1, DWF1, DWF5, FPS2, SMO1‐1, SMO2‐1, STE1]
Cluster6	Regionalization	3.50E‐04	4	[AN3, KAN, PHB, SCR]
	Microtubule motor activity	8.10E‐06	4	[AT1G72250, ATK1, TES, ZWI]
Cluster7	Fruit development	3.20E‐02	4	[CRF2, DCP2, EFE, USPL1]
	Single‐organism catabolic process	3.20E‐02	4	[CYSC1, GSTF8, PGI1, PLP4]
	Shoot system development	1.50E‐02	6	[CRF2, CT‐BMY, DCP2, FLA1, LBD37, PGI1]
	Response to cytokinin	8.60E‐04	5	[AHP1, APA1, CRF2, HAT22, ZFP6]
Cluster8	Response to inorganic substance	4.30E‐04	14	[AT4G39130, CCH, ECP63, EIN3, ERD10, GAD, HB‐7, LEA4‐5, LTP2, OASA1, OXS3, PDR12, RD26, SOX]
	Response to acid chemical	2.00E‐02	13	[AFP1, AT4G39130, ECP63, ERD10, GPCR, HB‐7, LEA4‐5, LTP2, MYB48, PDR12, RD26, SCL14, TT4]

*p*‐value was adjusted using the Benjaminin‐Hochberg (BH) correction.

Cluster 1 was strongly enriched with genes involved in stem cell population maintenance, consistent with the notion that their expression patterns were negatively correlated with the developmental gradient. 

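Among the genes of stem cell maintenance, the STM homolog (Solyc02g081120), which keeps meristem cells from joining organ primordia, was highest in the wild-type F&IM at 465.0 ± 50.8 RPM (SD, n = 3). It stood at 378.6 ± 6.88 RPM at 2 dpi, 151.4 ± 7.14 at 4 dpi and 77.0 ± 15 at 6 dpi. The ANT homolog (Solyc04g077490), which promotes cell proliferation in organ primordia, was at 683.9 RPM in the F&IM and 317.4 RPM at 6 dpi. The AGL20 homolog (Solyc01g092950), a regulator of flowering, was most abundant in the SYM at 155.3 RPM and stood at 38.3 RPM in the F&IM and 19.2 RPM at 6 dpi. These are means of 3 wild-type libraries per stage, and no test was made since the study formed the cluster on them.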

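The STM homolog rose over the 5 stages in lc/fas (log2 fold change 0.30, standard error 0.06, adjusted p = 0.00346 from edgeR's quasi-likelihood test), with 320.6 ± 29.8 RPM (SD, n = 3) against 215.7 ± 48.5 in the wild-type SYM; in fas it was 0.16 (adjusted p = 0.206). The AGL20 homolog rose in fas (0.33, standard error 0.07, adjusted p = 0.00578) and lc/fas (0.32, standard error 0.07, adjusted p = 0.00611). The ANT homolog rose in fas (0.19, standard error 0.06, adjusted p = 0.0926). The homolog of LHW (Solyc06g074110), a regulator of vascular cell divisions, fell in lc/fas (-0.21, standard error 0.05, adjusted p = 0.0319). SlWUS itself rose over the 5 stages in lc/fas (0.49, standard error 0.10, adjusted p = 0.00318). Of 9 meristem genes named by the paper, none was called in lc (1 higher and 1 lower when adjusted over the list alone), 4 were higher and 1 lower in fas (6 and 2 over the list alone), and 5 were higher and 1 lower in lc/fas (7 and 1). The camera test gave an adjusted p = 7.76e-05 in fas and 2.41e-07 in lc/fas with an estimated correlation; the study chose all 9 on these libraries, so they are not independent evidence. Of 12 genes of organ boundaries and inflorescence development, fas raised 2 and lowered none (3 higher over the list alone; adjusted p = 0.0131 with an estimated correlation), including a homolog of the auxin biosynthesis gene YUC4 (Solyc06g065630, 0.27). In lc/fas 3 were higher and 1 lower (adjusted p = 0.0706, and 0.101 with the replicate number as a block, which pairs lc/fas with the wild type), the latter a homolog of BOP2 (Solyc04g040220, -0.46). In lc none was called. Without fas replicate 2, 1 of the 9 meristem genes was higher in fas and the rise of the AGL20 homolog no longer passed; without wild type replicate 1, 2 were. The change of the ANT homolog no longer passed without fas replicate 2, lc replicate 3, lc/fas replicate 3 or wild type replicate 1, nor that of the LHW homolog without lc/fas replicate 1 or wild type replicate 3.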

Genes enriched for meristem maintenance included *SlCLV3*,* SlWUS*, putative homologs of the Arabidopsis *SHOOT MERISTEMLESS* (*STM*) (*Solyc02 g081120*), *AGAMOUS‐like 20* (*AGL20*) (*Solyc01 g092950*), *AINTEGUMENTA* (*ANT*) (*Solyc04 g077490*) and *LONESOME HIGHWAY* (*LHW*) (*Solyc06 g074110*).

To identify genes that might work in concert with *SlWUS*, the Pearson's correlation coefficients (PCCs) between gene pairs in cluster 1 were calculated using the normalized expression levels from mutants and WT. As shown in Figure 7b,c, a set of genes were identified with a high correlation to *SlWUS* expression. 

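Across the 16 group means of the 4 genotypes at the F&IM, 2, 4 and 6 dpi, the expression of the other 97 genes of cluster 1 followed that of SlWUS with a median Pearson r of 0.830 on log2(RPM + 1). For 27 genes r was over 0.9. Among the closest were an AP1-like MADS-box gene (Solyc02g089210, r of 0.987), SlCLV3 (0.984) and the STM homolog (0.978). Over the 48 single libraries the median r was 0.708. After the mean of each stage was subtracted the median r was -0.11, and that of these 3 genes was 0.62, 0.59 and 0.65. The groups are ordered by stage and the genes were chosen on these libraries, so no test was made.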

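The 29 genes of cluster 1 closest to SlWUS each had a Pearson r of at least 0.898 with it across the 16 group means of the F&IM and floral buds in 4 genotypes. The AP1-like gene (Solyc02g089210), a homolog of the floral meristem identity gene AP1, peaked in the wild-type F&IM at 82.2 ± 5.73 RPM (SD, n = 3) and stood at 24.75 RPM at 4 dpi and 21.15 RPM at 6 dpi. SlCLV3, the STM homolog and SlWUS peaked at the same stage among the floral tissues. They were not matched to the paper's subset of 29 genes. The 29 genes were picked by this correlation on the libraries in which it was measured, so no test was made.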

The subset of 29 genes was highly expressed in the F&IM, and then their expression diminished during the termination of the meristematic potential of the remaining FMs as the floral organ primordia arose (Figure 7c). These genes showed higher expression in *fas* and *lc*/*fas* compared to WT, suggesting that the upregulation might be related to the expansion of *SlWUS* expression domain (Figure 5). 

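Of the 29 genes of cluster 1 with the highest r with SlWUS in these libraries, which were not matched to the paper's subset of 29, 9 were higher and 3 lower in fas than in the wild type over the 5 stages, and 9 were higher and 2 lower in lc/fas (adjusted p under 0.1, edgeR's quasi-likelihood test, 15 libraries against 15). In lc 1 was higher and 1 lower. Their median log2 fold change was 0.16 in fas, 0.15 in lc/fas and 0.02 in lc, and 22, 20 and 18 of the 29 were positive. The genes were chosen by their correlation with SlWUS in libraries that include those of fas and lc/fas, so the counts are not independent evidence of the direction.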

The identification of co‐expressed tomato *SHOOT MERISTEMLESS* (*STM*) with *SlWUS* suggested that some genes in this cluster might be related to stem cell function. Indeed, six of the 29 genes highlighted in red (Figure 7c) are involved in meristem or floral development based on previous studies in Arabidopsis (Irish & Sussex, 1990; Krizek, 2011; Lee et al., 2000; Lenhard, Jürgens, & Laux, 2002; Omidbakhshfard, Proost, Fujikura, & Mueller‐Roeber, 2015).

Cluster 5 was enriched with genes encoding enzymes in sterol biosynthesis. They included putative orthologs of *DWARF1* (*Solyc02 g069490*), *DWARF5* (*Solyc06 g074090*), *DWARF7* (*STE1*) (*Solyc02 g086180*) and *DET2* (*Solyc10 g086500*) (Figure 7d). In contrast to genes co‐expressed with *SlWUS,* the expression of the sterol biosynthesis pathway genes increased with the floral development stages. In addition, these genes were expressed at lower levels in *fas* and *lc*/*fas* compared to WT across different developmental stages, implying the negative roles of these genes in meristem maintenance. 

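The homologs of 3 enzymes of the sterol and brassinosteroid pathway fell in both NILs that carry fas. Over the 5 stages the log2 fold change of the DWARF1 homolog was -0.43 in fas (standard error 0.06, adjusted p = 1.08e-05 from edgeR's quasi-likelihood test) and -0.42 in lc/fas (standard error 0.06, adjusted p = 2.62e-05). That of the DWARF5 homolog was -0.46 in fas (standard error 0.07, adjusted p = 1.88e-05) and -0.40 in lc/fas (standard error 0.07, adjusted p = 0.000285). That of the DWARF7 homolog was -0.56 in fas (standard error 0.09, adjusted p = 2.49e-05) and -0.54 in lc/fas (standard error 0.09, adjusted p = 5.84e-05). The homolog of DET2, a steroid reductase of brassinosteroid synthesis, fell in fas (-0.44, standard error 0.11, adjusted p = 0.0303) and in lc/fas had a log2 fold change of -0.28 (standard error 0.11, adjusted p = 0.353). The fall of the DET2 homolog in fas no longer passed without fas replicate 2 (-0.27) or wild type replicate 3 (-0.25); in lc/fas it passed with the replicate number as a block, which pairs lc/fas with the wild type, without lc/fas replicate 3 (-0.47) and without wild type replicate 2 (-0.41). None of the changes of the DWARF homologs passed after the libraries were summed per collection.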

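In the wild type 11 of 13 measured sterol genes had their highest mean RPM at 6 dpi among the F&IM, 2, 4 and 6 dpi (n = 3 libraries per stage), with a median log2 ratio of 6 dpi to F&IM of 0.75. The DWARF1 homolog went from 340.0 RPM in the F&IM to 658.4 at 2 dpi, 792.5 at 4 dpi and 1032 at 6 dpi. The DWARF5 homolog went from 147.5 RPM in the F&IM to 277.2 RPM at 6 dpi, and the DWARF7 homolog from 115.3 to 254.0 RPM. In the SYM, which precedes the floral stages, DWARF1 stood at 642.4 RPM. No test was made of the stage profile since the study formed cluster 5 on these libraries.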

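Of 13 genes of sterol biosynthesis, 9 were lower in fas and 7 lower in lc/fas than in the wild type over the 5 stages, and none was higher (adjusted p under 0.1, edgeR's quasi-likelihood test). Adjusted over the list alone, 11 were lower in fas, and 12 were lower and 1 higher in lc/fas. Their median log2 fold change was -0.36 in fas and -0.28 in lc/fas. In lc none was called (none over the list alone, median -0.10). The camera test gave an adjusted p = 9.84e-18 in fas and in lc/fas with its preset correlation, and an adjusted p = 0.00563 in both with an estimated correlation; in lc it was 0.587. The study had 9 of the 13 in Data S1 from these libraries, so the list is not independent evidence of its direction. In fas 5 were lower without fas replicate 2 and 4 without wild type replicate 3; in lc/fas 4 were lower without lc/fas replicate 1 or 2 or wild type replicate 3, and 11 without wild type replicate 2.

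**Figure D6:**
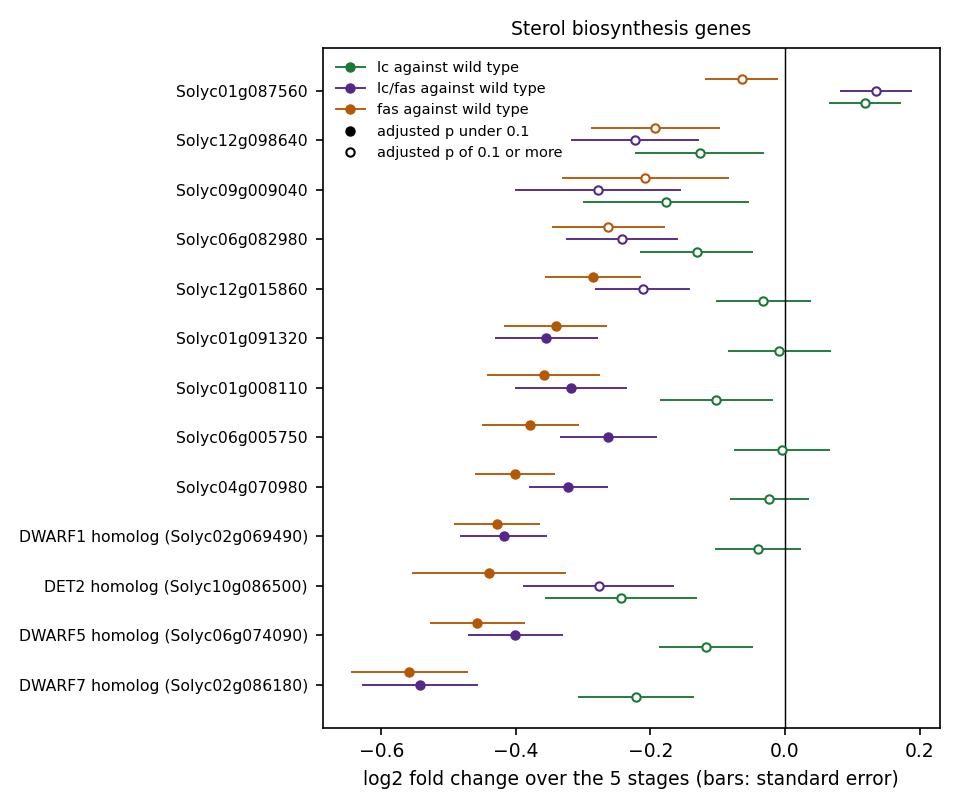
Log2 fold change over the 5 stages (x axis) of each measured gene of sterol biosynthesis (y axis) in the 3 NILs against the wild type; points are estimates, bars standard errors, and filled points have an adjusted p under 0.1. In fas and lc/fas most points lie left of 0 and in lc they lie near it.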

As sterols are precursors of brassinosteroids (BRs), membrane components, and signaling molecules during plant development (Vriet, Russinova, & Reuzeau, 2013), these results have provided new insights into the potential roles of sterols/BRs in FM regulation.

Cluster 6 was enriched with genes encoding microtubule motor proteins, including putative homologs of Arabidopsis *KINESIN 1* (*ATK1*) (*Solyc12 g005250*), *PHRAGMOPLAST‐ASSOCIATED KINESIN‐RELATED PROTEIN 1* (*PAKRP1)* (*Solyc09 g097860*), *TETRASPORE* (*TES*) (*Solyc07 g042560*) and *ZWICHEL* (*ZWI*) (*Solyc12 g082730*). These genes were expressed at higher levels at 2 dpi, indicating that their expression might be positively regulated by genes mediating outer whorl initiation. 

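Of the 4 named kinesins, the homolog of ZWI (Solyc12g082730), a kinesin that shapes trichome branches, fell in all 3 NILs: its log2 fold change over the 5 stages was -1.90 in lc (standard error 0.19, adjusted p = 8.97e-11 from edgeR's quasi-likelihood test), -1.04 in fas (standard error 0.17, adjusted p = 7.91e-05) and -2.00 in lc/fas (standard error 0.18, adjusted p = 1.80e-12). Its mean over the stages was 8.88 RPM in the wild type, 2.46 in lc, 4.40 in fas and 2.25 in lc/fas. The TES homolog, a kinesin of cytokinesis, rose in lc (0.31, standard error 0.07, adjusted p = 0.0308). The homologs of PAKRP1 (0.25, standard error 0.07, adjusted p = 0.158) and ATK1 (0.24, standard error 0.08, adjusted p = 0.25) did not pass in lc. Of the paper's 7 microtubule and cell division genes, 1 was higher and 1 lower in lc (6 higher and 1 lower when adjusted over the list alone), with a median of 0.24 and a mean of -0.05, which the ZWI homolog turns negative. In fas and lc/fas 1 was lower and none higher. For lc the camera test gave an adjusted p = 0.000346 with its preset correlation and an adjusted p = 0.0706 with an estimated correlation; the study chose all 7 on these libraries. The rise of the TES homolog no longer passed without lc replicate 1 (0.21) or wild type replicate 3 (0.26), and 5 genes were higher in lc with DESeq2, without lc replicate 3 or without wild type replicate 2.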

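In the wild type each of the 7 microtubule and cell division genes had its highest mean RPM at 2 dpi among the F&IM, 2, 4 and 6 dpi (n = 3 libraries per stage), with a median log2 ratio of 6 dpi to F&IM of -0.62. At 2 dpi the homolog of PAKRP1 stood at 77.2 RPM, that of ATK1 at 52.4, that of TES at 49.35 and that of ZWI at 11.6. Among 25 kinesins matched through the study's own gene lists, 21 peaked at 2 dpi, with a median log2 ratio of -0.45. The paper's genes come from clusters formed on these libraries, so no test was made.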

Phylogenetic analysis revealed that these kinesin genes belonged to different subfamilies (Figure S4), and the co‐expression signature of these genes suggested that they might act cooperatively in cell division and cell growth during floral development. In addition to the genes encoding kinesin proteins, the genes closely related to *Cyclin B2;3* (*Solyc03 g032190*) and *Cellulose Synthase‐Like D5* (*Solyc09 g075550*) were also found in cluster 6. 

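The homolog of Cyclin B2;3, which drives entry into mitosis, stood at 71.7 RPM in the wild type at 2 dpi, and that of CSLD5, which acts in building the new cell wall of dividing cells, at 55.3 RPM. Their log2 fold change in lc over the 5 stages was 0.20 (standard error 0.06, adjusted p = 0.146 from edgeR's quasi-likelihood test) and 0.23 (standard error 0.06, adjusted p = 0.135). Of 8 measured genes of mitosis and cytokinesis, none was called in lc over all genes, and 5 were higher when adjusted over the list alone; the camera test gave an adjusted p = 1.82e-05 with its preset correlation and 0.00471 with an estimated correlation. By stage the median in lc was 0.40 in the SYM, 0.09 in the F&IM, 0.02 at 2 dpi, 0.13 at 4 dpi and 0.33 at 6 dpi; on the second principal component, wild type replicate 3 of the SYM stood at 75.9, against 11.1 and 15.5 for the other 2, and the wild-type replicates of 6 dpi at 67.3, -26.1 and 49.3. In fas and lc/fas none was called either way (adjusted p = 0.587 and 0.327 with an estimated correlation). Of the 8 genes, 2 are in Data S1. All 8 were matched through homolog pairs that the study gives for its own gene lists. Most such genes were picked by the study on these libraries, so the list is not independent evidence.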

Although kinesins might also play a role in organelle movement (Zhu & Dixit, 2012), the co‐expressed pattern of these kinesin genes with putative tomato *Cyclin B2;3* and *Cellulose Synthase‐Like* gene suggested that they were more likely involved in cytokinesis (Hunter et al., 2012; Tank & Thaker, 2011).

## 3 DISCUSSION

### 3.1 Conserved regulatory mechanism between LC‐FAS and WUS‐CLV3

In the recent years, a number of genes associated with the control of tomato fruit shape and size have been identified (Mu et al., 2017; van der Knaap & Østergaard, 2017; van der Knaap et al., 2014). The key genes that contribute to the flat shape and multi‐loculed tomato fruits are *SlWUS* and *SlCLV3* (Muños et al., 2011; Xu et al., 2015). The origin and distribution of the mutant alleles of these genes, including their effect on tomato fruit morphology was investigated at the population level (Blanca et al., 2015; Rodríguez et al., 2011). While *lc* appears to have arisen in wild relatives, *fas* arose later during domestication (Blanca et al., 2015). Although *fas* appears to be more effective in producing fasciated fruits than *lc* (Rodríguez et al., 2011), it is not well understood how each locus alone or in combination controls fruit development and gene expression due to differences in the genetic background of the tomato accessions studied.

Our findings indicate a close conservation between tomato LC‐FAS and Arabidopsis WUS‐CLV3 regulatory loops. Results of expression analysis revealed that *SlCLV3* was significantly downregulated and *SlWUS* was significantly upregulated in the SYM of *fas*. On the other hand, as *SlWUS* was upregulated in *lc*,* SlCLV3* was accordingly upregulated in SYM in this mutant background. These results support our hypothesis that *lc* is caused by a gain‐of‐function mutation of *SlWUS*, while *fas* is caused by a partial loss‐of‐function mutation of *SlCLV3*. Although the LC‐FAS negative feedback regulatory loop was conserved in the SYMs, the lower expression of *SlCLV3* in the FM of *fas, lc/fas* and RNAi‐*SlCLV3* did not result in an increase of *SlWUS* expression in F&IM (Figure 6). This raised a possibility that other factors could compensate the effect of *SlCLV3* and maintain the suppression of *SlWUS* in FM. Interestingly, the *SlCLE9* gene, a member of the *CLV3/EMBRYO‐SURROUNDING REGION* (*CLE*) gene family, was identified as one of the top candidates that showed a significant genotypic effect (Figure S5). 

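SlCLE9 (Solyc06g074060), a peptide gene of the CLV3 family, was among the most strongly raised genes in both NILs that carry fas. In the F&IM it was 5.92-fold higher in fas (32.4 ± 3.37 RPM, SD, n = 3) and 6.38-fold higher in lc/fas (34.4 ± 5.87 RPM) than in the wild type (5.33 ± 1.42 RPM). In the SYM it was 4.79-fold and 5.49-fold higher, at 2 dpi 10.7-fold and 9.81-fold, and at 4 dpi 7.88-fold and 10.4-fold. At 6 dpi, with 0.172 ± 0.151 RPM in the wild type, it was 5.16-fold higher in lc/fas and did not pass in fas. In the F&IM the log2 fold change was 2.57 in fas (standard error 0.25, adjusted p = 6.87e-13 over the 75 tests from edgeR's quasi-likelihood test) and 2.67 in lc/fas (standard error 0.25, adjusted p = 3.45e-13). In lc it was 0.42 in the F&IM (adjusted p = 0.219), while at 2 dpi (0.86, adjusted p = 0.0795) and 4 dpi (1.22, adjusted p = 0.0832) the gene was higher in lc. The call at 2 dpi ended without lc replicate 3 (0.58) or wild type replicate 1 or 3, and that at 4 dpi with DESeq2, without lc replicate 1 or 2, lc/fas replicate 3 or any wild-type replicate. Of 23 CLE peptide and CLAVATA receptor genes listed, 2 could be matched to tested genes, SlCLE9 and SlCLV3. In fas 1 rose and 1 fell, in lc/fas 1 rose, and in lc none was called over all genes and both were higher when adjusted over the list alone. The study chose both on these libraries, so they are not independent evidence, and 2 genes are too few for a test of the list.

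**Figure D7:**
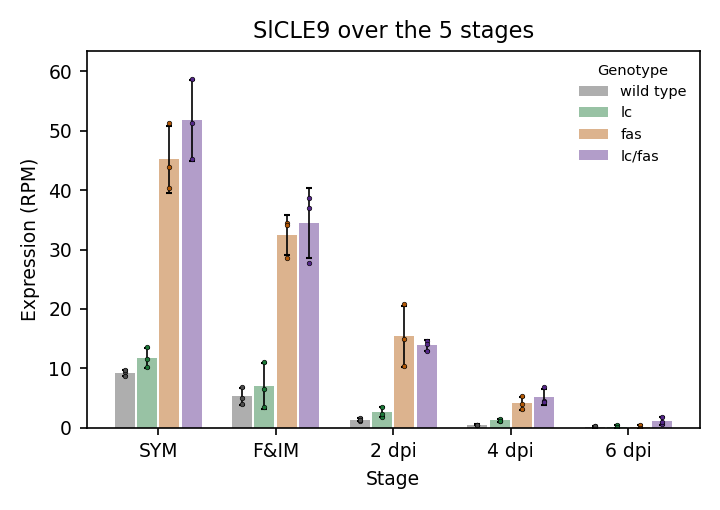
SlCLE9 expression in RPM (y axis) at the 5 stages (x axis) in the wild type and the 3 NILs; bars are means, error bars the SD of 3 replicates and points the libraries. In fas and lc/fas the bars tower over those of the wild type and lc and fall with the stages.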

*SlCLE9* expression was five‐fold higher in the F&IMs of *fas* and *lc*/*fas* NILs as compared to the wild type, while being ten‐fold higher in RNAi‐*SlCLV3* lines. In addition, a previous study showed that the application of SlCLE9 and SlCLV3 peptide together onto tomato meristem mutants effectively rescued the phenotype of enlarged meristems (Xu et al., 2015). This finding suggested a possible role of *SlCLE9* in tomato CLV‐WUS pathway and SlCLE9 might compensate SlCLV3 function in regulating *SlWUS* expression.

In addition, we found a moderate upregulation of *SlCLV3* expression in F&IMs and a significant increase of *SlWUS* expression in floral buds at 6 dpi in *lc* mutant (Figure 6). 

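SlCLV3 in the F&IM of lc stood at 55.0 ± 5.77 RPM (SD, n = 3), and all 3 lc libraries lay above every wild-type library. Its log2 fold change there was 0.28 (standard error 0.17, adjusted p = 0.189 over the 75 tests from edgeR's quasi-likelihood test) and did not pass. At 6 dpi SlWUS had 29, 8 and 7 counts in the lc libraries, or 4.09, 3.92 and 1.21 RPM, against 1.38, 1.86 and 2.28 RPM in the wild type. 2 of the 3 lc libraries thus lay above every wild-type library. Over the fits that left out 1 replicate the log2 fold change of SlWUS in lc at 6 dpi ran from 0.092 without lc replicate 1 to 1.06 without lc replicate 3.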

The results were consistent with our hypothesis that the two SNPs present downstream of the 3′ UTR of *SlWUS* might abolish the suppression imposed by tomato AGAMOUS. Intriguingly, *SlWUS* expression was also significantly upregulated in the SYMs of *lc*, which suggested that other unknown mechanisms were involved in the control of *SlWUS* expression through the CArG box in the SYM.

The *in situ* hybridization results confirmed the expression changes of *lc* and *fas* at the tissue level. *SlCLV3* signal was weaker in lines carrying *fas* after 3 dpi, while the *SlCLV3* signal was stronger and more persistent in lines carrying *lc*. In addition, the *SlWUS* expression domain expanded laterally in lines carrying one or both mutations at 2–3 dpi, when sepal primordia appeared. This correlated with the enlarged FM size at 3 and 4 dpi in *lc*,* fas* and *lc*/*fas* NILs (Figure 3). Nevertheless, the expansion of *SlWUS* signals was not observed in single and double mutants after 4–5 dpi, when petal and stamen primordia were initiated. This might be due to the presence of unknown suppressors that function on or before 4 dpi. Since the expression of TAG1 was not likely to lead to downregulation of *SlWUS* at the earliest timepoints, it was conceivable that Solyc05 g015750 (TM5 closely related to SEP3) and Solyc02 g089210 (closely related to AP1) led to downregulation of *SlWUS* expression. 

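TM5 (Solyc05g015750), closely related to the floral organ identity gene SEP3, went from 10.4 RPM in the wild-type F&IM to 167.4 ± 9.66 at 2 dpi and 460.1 ± 14.4 at 4 dpi (SD, n = 3). Over the 5 stages it rose in fas (log2 fold change 0.33, standard error 0.09, adjusted p = 0.0373 from edgeR's quasi-likelihood test) and in lc/fas (0.49, standard error 0.09, adjusted p = 0.000440), where it reached 289.8 ± 27.1 RPM at 2 dpi. In lc it was 0.33 (standard error 0.09, adjusted p = 0.133). The AP1-like gene Solyc02g089210 rose in fas (0.31, standard error 0.08, adjusted p = 0.0347) and lc/fas (0.42, standard error 0.08, adjusted p = 0.00176), with a log2 fold change of 1.01 in the SYM of lc/fas (adjusted p = 0.00127), and was 0.07 in lc (adjusted p = 0.810). Of 12 genes of floral organ identity, none was lower; fas raised 4 and lc/fas 3 (4 and 7 when adjusted over the list alone), and in lc none was called over all genes and 2 were higher over the list alone. Another of the genes raised in both was Solyc05g012050 (1.14 in fas and 0.98 in lc/fas). The camera test gave an adjusted p = 0.00915 in lc/fas, 0.0706 in fas and 0.104 in lc with an estimated correlation. The rises in fas no longer passed without fas replicate 3 (TM5, 0.21), fas replicate 2 (AP1-like, 0.23) or wild type replicate 1 (0.31 and 0.27). Nor did that of the AP1-like gene without wild type replicate 3 (0.30). TM5 in lc passed with DESeq2, with the replicate number as a block, and without fas replicate 2 or 3 or wild type replicate 3.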

The latter two MADS box proteins were expressed early in tomato floral development and were upregulated in the mutants. In *SlCLV3* RNAi lines, *SlWUS* expression domain was strongly expanded and the expansion persisted to the late stages of floral development, consistent with the phenotype observed in Arabidopsis *clv3* null mutant (Brand et al., 2000; Schoof et al., 2000).

Although a slight expansion of *SlWUS* expression domain in floral buds was observed in all mutants at 2–3 dpi (Figure 5), differential *SlWUS* expression was not detected between genotypes at 2 dpi from the RNA‐seq results. This could be due to a similar rate of increase in FM enlargement and the expansion of *SlWUS* expression domain in mutants. Furthermore, although we found a relatively weak spatiotemporal *SlCLV3* expression signal at 3–4 dpi in *fas* and *lc*/*fas* NILs in comparison to the wild type (Figure 5), the expression of *SlCLV3* in *fas* and *lc*/*fas* NILs did not show a corresponding decrease at 4 dpi based on the RNA‐seq results. This again might be due to the increase of total cells that expressed *SlCLV3*, albeit the expression level was lower on a per cell basis.

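At 2 dpi SlWUS stood at 26.2 ± 2.01 RPM (SD, n = 3) in the wild type, 27.3 ± 5.09 in lc, 29.7 ± 8.53 in fas and 26.2 ± 4.34 in lc/fas. The log2 fold changes were 0.04, 0.16 and -0.01, each with a standard error of 0.17, and none passed edgeR's quasi-likelihood test (adjusted p = 0.949, 0.481 and 0.984 over the 75 tests). In each NIL 1 of 3 libraries lay beyond all wild-type libraries.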

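At 4 dpi the log2 fold change of SlCLV3 was -0.79 in fas (standard error 0.29, adjusted p = 0.0243 over the 75 tests from edgeR's quasi-likelihood test), a 1.73-fold lower level with all 3 fas libraries below every wild-type library. In lc/fas it was 0.55 (standard error 0.25, adjusted p = 0.0736), a 1.47-fold higher level with 2 of 3 libraries above. In lc it was 0.21 (standard error 0.26, adjusted p = 0.540). At 3 to 8 RPM these are small counts: the fall in fas no longer passed without fas replicate 1 (-0.45) or wild type replicate 2 (-0.68), nor the rise in lc/fas without lc/fas replicate 3 (0.37), lc/fas replicate 2 or wild type replicate 1 or 3. None passed when adjusted over all genes tested.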

Unlike Arabidopsis, in which *CLV3* is expressed in the L1, L2 and L3 layer (Fletcher et al., 1999), we found that *SlCLV3* was absent from L1 and its expression was above and partially overlapped with the *SlWUS* expression domain in tomato. Similar results were also observed in soybean, in which *GmCLV3* was absent in L1‐L3 layer and its expression domain overlapped with *GmWUS* below the L5 layer in the SAM (Wong, Singh, & Bhalla, 2013). Together, these findings raise the possibility that the CLV‐WUS meristem regulatory mechanism has somewhat diverged across different species.

In summary, our results imply that *lc* and *fas* mutations cause an expansion of the *SlWUS* expression domain and delay the termination of *SlWUS*, resulting in the production of larger FMs and more floral primordia.

### 3.2 Genes responding to *LC* and *FAS* expression dynamics during early floral development

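Data S2 pairs 41 of the tested genes with Arabidopsis genes that WUS induces and 50 with genes that WUS represses. Of the homologs of induced genes 31 showed a genotype effect, and of the homologs of repressed genes 37 did (adjusted p under 0.1, edgeR's quasi-likelihood test on 60 libraries). The homologs of induced genes moved both ways: 1 was higher and 3 lower in lc, 5 higher and 13 lower in fas, and 7 higher and 7 lower in lc/fas. So did those of repressed genes, with 3 lower in lc, 11 higher and 10 lower in fas, and 14 higher and 9 lower in lc/fas. Adjusted over the list alone, the induced group had 5 higher and 13 lower in lc, 18 and 17 in fas, and 11 and 15 in lc/fas, and the repressed group 3 and 5, 25 and 15, and 22 and 12. With an estimated correlation the camera test gave an adjusted p = 0.240, 0.513 and 0.499 for the induced group in lc, fas and lc/fas, and 0.112, 0.252 and 0.140 for the repressed group. All were chosen by the study from genes called on these libraries, so the number with a genotype effect is not independent evidence. With the replicate number as a block, which pairs lc/fas with the wild type, 12 homologs of induced genes were lower in lc/fas.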

Compared to a previous report using a DEX inducible system to identify WUS target genes in Arabidopsis (Busch et al., 2010), 91 out of 675 DEGs were found in both studies, including *STM* and *AINTEGUMENTA* (*ANT*) (Data S2). In addition, 133 out of the same 675 DEGs were differentially expressed in the RNAi‐*SlCLV3* line (Data S3). These common DEGs were potential candidates to study conserved mechanisms involved in organogenesis and floral development across different plant species. Identifying DEGs shared by *lc*,* fas* and *lc*/*fas* could potentially help to narrow down genes acting downstream of *SlWUS* and *SlCLV3*. It is hypothesized that the lower expression of *SlCLV3* in *fas* and the higher expression of *SlWUS* in *lc* would result in a significant number of common DEGs. To our surprise, the percentage of overlapping DEGs between *lc* and *fas* was low (5% ~ 36%) (Figure S6, Data S4). This might be because *lc* is a weak allele, having only a minimal impact on locule number in the wild type tomato background. Therefore, the detection of DEGs associated with floral development in *lc* might be limited. 

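At an adjusted p under 0.1 few genes were called in both lc and fas at 1 stage, and the NPH3 homolog Solyc11g040040 was among them at each stage where there were any. In the SYM it was the only gene shared by the 3 called in lc and the 15 called in fas, or 6.67% of the latter. In the F&IM it was joined by Solyc03g096900, which rose in both (log2 fold change 1.07 in lc), as 2 of the 4 genes called in fas. At 2 dpi it was 1 of the 5 called in fas, and at 4 and 6 dpi no gene was shared with edgeR's quasi-likelihood test (0 at 4 dpi and 3 at 6 dpi with DESeq2). At an unadjusted p under 0.05 in both, 455 genes were shared in the SYM, 39.0% of those in fas, 454 of them in the same direction. Both NILs are compared with the same wild-type libraries, which alone makes such lists overlap: in libraries simulated without any change, the wild type included, lists of the same length shared 312.6 genes in the same direction on average and 332 at most. Independent lists of this length would share 56.5. The simulation was chosen after seeing the data, and it leaves out the real effects, as the value for independent lists leaves out the shared libraries, so the difference from either is not a count of shared effects.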

Or it could be due to the pleiotropic role of CLV3. CLV3 belongs to the CLE small peptide family, which is also involved in plant‐microbe interaction, vascular development and long‐distance signal transduction (Betsuyaku, Sawa, & Yamada, 2011; Kucukoglu & Nilsson, 2015). Strabala et al. (2006) showed that the ectopic expression of *CLV3* causes anthocyanin accumulation in Arabidopsis. 

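Of 25 genes of phenylpropanoid, lignin and flavonoid synthesis, 9 were lower and 2 higher in fas, and 7 lower and 2 higher in lc/fas than in the wild type over the 5 stages (adjusted p under 0.1, edgeR's quasi-likelihood test). Adjusted over the list alone the counts were 16 lower and 4 higher in fas, and 10 lower and 2 higher in lc/fas. Solyc09g007910 fell in fas (log2 fold change -0.69, standard error 0.10, adjusted p = 1.16e-05), and a homolog of cinnamyl alcohol dehydrogenase 9 (Solyc11g010960), an enzyme of lignin synthesis, fell in fas (-0.42) and lc/fas (-0.39). A homolog of ferulate 5-hydroxylase (Solyc02g084570) rose in lc/fas (0.58, standard error 0.12, adjusted p = 0.00192). In lc 1 gene was higher and none lower (3 higher and 6 lower over the list alone). With an estimated correlation the camera test gave an adjusted p = 0.0611 in fas, 0.166 in lc/fas and 0.638 in lc; with the replicate number as a block, which pairs lc/fas with the wild type, that of lc/fas was 0.0715. Of the 25 genes, 14 were chosen by the study on these libraries.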

Our results also show that the DEGs overlapping between *fas* and *lc*/*fas* (*fas*‐secondary) were enriched in lignin metabolism, flavonoid biosynthesis, and response to environmental stimuli (Figure S6). Together, these results indicated that *SlCLV3*, in addition to its involvement in maintaining the meristem cell population with *SlWUS*, might be involved in other developmental processes as well.

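Within single stages few genes were called except in fas at 6 dpi. In lc 3 genes were called in the SYM, 3 in the F&IM, 2 at 2 dpi, 1 at 4 dpi and 1 at 6 dpi (adjusted p under 0.1, edgeR's quasi-likelihood test, 3 libraries against 3). They were the NPH3 homolog Solyc11g040040, the ZWI homolog, Solyc03g096900 and Solyc02g083890. The last, a gene of the introgressed segments, was called higher in lc at each stage but 2 dpi. In lc/fas 29, 8, 8, 6 and 4 genes were called; at 6 dpi these were SlYABBY2b, Solyc02g083890, Solyc01g081250 and Solyc06g075520, a dehydroascorbate reductase homolog. In fas 15, 4, 5 and 2 genes were called up to 4 dpi, and 568 at 6 dpi (103 higher and 465 lower). Those of the F&IM were SlCLE9, Solyc03g096900, Solyc09g014550 and the NPH3 homolog, those of 2 dpi SlCLE9, SlYABBY2b, Solyc09g014550, Solyc06g075520 and the NPH3 homolog, and those of 4 dpi SlCLE9 and SlYABBY2b. The genes with names outside the paper were chosen after their values were seen. At an unadjusted p under 0.05 in both lc and fas, 63 genes were shared in the F&IM, 71 at 2 dpi, 79 at 4 dpi and 446 at 6 dpi; of these, 62, 70, 79 and 444 changed in the same direction, where independent lists would give 3.46, 4.84, 4.82 and 103.8. Lists of the same length from libraries simulated without any change shared 46.35, 62.85, 59.05 and 410.8 on average and 55, 80, 70 and 442 at most, through the wild-type libraries that both NILs have in common; this simulation was chosen after seeing the data. The call of lc at 6 dpi became 2073 without wild type replicate 2. At an unadjusted p under 0.05 lc had 1817, 300, 418, 330 and 1040 genes from the SYM to 6 dpi. The simulated libraries without any change gave 880.85 to 914.1 such genes on average, more than the real counts in the F&IM, at 2 dpi and at 4 dpi. In lc/fas 1 gene was called in the F&IM without wild type replicate 2. The calls of fas against wild type at 6 dpi came to 5844 without wild type replicate 2, 2 without wild type replicate 3 and 1 without wild type replicate 1 or with the libraries of 6 dpi alone, and the library of fas at 6 dpi with the smallest total changed them to 659 when left out, a setting chosen after seeing the data. On the second principal component of the 60 libraries, replicates 1, 2 and 3 of 6 dpi stood at 67.3, -26.1 and 49.3 in the wild type and at 47.3, -26.5 and 44.8 in lc/fas, whereas those of lc and fas lay between -23.0 and 21.3. With the replicate number as a block, which pairs lc/fas with the wild type, the counts in lc/fas were 115, 13, 17 and 7 in the SYM, the F&IM, at 2 dpi and at 6 dpi.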

We also observed a trend of decrease in the number of overlapping genes as floral buds developed further (Figure S6). Because whole flower buds were used in this study (Figure S1b), the growing mass of sepals, petals and stamens might dilute the meristem‐specific transcripts and therefore hinder the detection of DEGs between genotypes.

### 3.3 Novel mechanisms underlying LC‐FAS mediated control of meristem development revealed by co‐expressed gene clusters

The transcriptional network controlling tomato meristem development is not fully unexplored. To reveal potential players participating in *LC‐* and *FAS‐* mediated meristem and floral development programs, a time‐course RNA‐seq gene expression profiling was conducted. From the cluster analysis, we uncovered a cluster enriched with genes related to microtubule motor activity (Figure 7, Data S1). This group of genes only showed higher expression in *lc* compared to the wild type and *fas*, especially in the SYM (Figure S7, Data S1). It is possible that this group of genes is activated by CLV‐mediated MAPK signaling cascade (Betsuyaku, Takahashi et al., 2011), as CLV activity is elevated in *lc*. 

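Kinesins are the motor proteins of microtubules. Of the 25 matched through the study's own gene lists, 24 had a positive log2 fold change in lc over the 5 stages (median 0.25). Of these 5 were called higher (adjusted p under 0.1, edgeR's quasi-likelihood test), among them Solyc10g086340 (0.42, standard error 0.10, adjusted p = 0.0548) and Solyc11g071730 (0.30, standard error 0.07, adjusted p = 0.0369), and 1 lower, the ZWI homolog; 20 were higher and 1 lower when adjusted over the list alone. By stage the median in lc was 0.50 in the SYM, 0.08 in the F&IM, 0.03 at 2 dpi, 0.24 at 4 dpi and 0.43 at 6 dpi. In fas it was 0.16 in the SYM (22 of 25 positive), -0.14 in the F&IM and 0.26 at 6 dpi (23 of 25), and in lc/fas 0.32 in the SYM and 0.05 at 6 dpi. Single wild-type libraries stood apart at these stages: on the second principal component, replicate 3 of the SYM stood at 75.9, against 11.1 and 15.5 for replicates 1 and 2, and replicates 1 and 3 of 6 dpi at 67.3 and 49.3, against -26.1 for replicate 2. Over the 5 stages fas and lc/fas each had none called higher and 1 lower. For lc the camera test gave an adjusted p = 3.00e-16 with its preset correlation and an adjusted p = 0.0706 with an estimated correlation. Of the 25, 9 are in Data S1. All 25 were matched through homolog pairs that the study gives for its own gene lists. Most such genes were picked by the study on these libraries, so the counts are not independent evidence. Without lc replicate 1 or wild type replicate 3 no kinesin was called higher in lc, 1 was without lc replicate 2, and 2 were without wild type replicate 1, without the filter or with total-count scaling; 3 were without fas replicate 2 or lc/fas replicate 3.

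**Figure D8:**
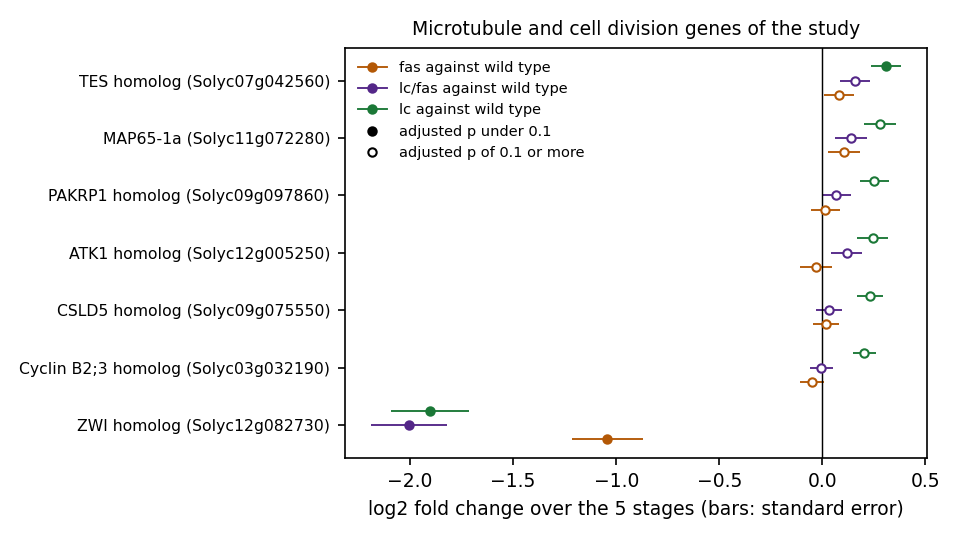
Log2 fold change over the 5 stages (x axis) of the microtubule and cell division genes named by the paper (y axis) in the 3 NILs against the wild type; points are estimates, bars standard errors, and filled points have an adjusted p under 0.1. In lc all but the ZWI homolog lie right of 0.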

In Arabidopsis, MAPK cascade targets various TFs involved in a plethora of developmental, defense, and stress responses (Popescu et al., 2009). The tobacco MAPK cascade, positively regulates cytokinesis by phosphorylating NtMAP65‐1, a microtubule‐associated protein (Sasabe et al., 2006). In our results, we also found an elevated expression of a tomato microtubule‐associated protein gene *MAP65‐1a* (Solyc11 g072280) in *lc*.

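MAP65-1a (Solyc11g072280), a protein that bundles microtubules in dividing cells, had a positive log2 fold change in lc at each of the 5 stages. In the SYM it stood at 29.7 ± 3.07 RPM (SD, n = 3) in lc and 21.3 ± 3.03 RPM in the wild type (log2 fold change 0.48, standard error 0.18, adjusted p = 0.484 from edgeR's quasi-likelihood test). Over the 5 stages it was 0.28 (standard error 0.08, adjusted p = 0.135) and did not pass. It passed with DESeq2, without lc replicate 3 (0.38) and without wild type replicate 2 (0.32).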

The identification of a cluster of genes involved in phytosterols and BRs synthesis indicates their putative roles in meristem function during tomato floral development. 

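The lower expression of the 13 sterol genes held over the stages of fas, with a median log2 fold change of -0.53 in the SYM, -0.22 in the F&IM, -0.26 at 2 dpi, -0.31 at 4 dpi and -0.44 at 6 dpi. All 13 were negative from the SYM to 4 dpi, and 12 at 6 dpi. On the second principal component, wild type replicate 3 of the SYM stood at 75.9, against 11.1 and 15.5 for the other 2, and at 6 dpi the wild-type replicates stood at 67.3, -26.1 and 49.3. In lc/fas the medians were -0.51, -0.20, -0.23, -0.26 and -0.27, with 10 to 12 of the 13 negative. Within single stages few passed the test of 3 libraries against 3: 1 gene in the SYM and 3 at 6 dpi in fas, and none in lc/fas (adjusted p under 0.1, edgeR's quasi-likelihood test). In lc the median was -0.29 in the SYM and between -0.19 and 0.05 at the other stages. The study had 9 of the 13 in Data S1 from these libraries, and brassinosteroids themselves were not measured.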

Genes in this cluster were expressed at lower levels in *fas* and *lc*/*fas*, indicating that the BR level might also be lower in the meristem of *fas* and *lc*/*fas* (Figure 7, Data S1). Phytosterols are the precursors of BRs and the homeostasis of BRs is controlled by a feedback regulatory loops (Vriet et al., 2013). A previous study demonstrates that phytosterols have a BR‐independent role in controlling and activating signals for plant development (He et al., 2003). The sterol biosynthesis activities appear to be highly localized to the meristematic region. For example, the tobacco squalene synthase (SQS) enzyme activity is predominantly detected in SAM (Devarenne, Ghosh, & Chappell, 2002). Arabidopsis 3‐hydroxy‐3‐methylglutaryl coenzyme A reductase 2 (*HMG2*) gene is expressed in SAM and floral tissues (Enjuto, Lumbreras, Marín, & Boronat, 1995). In addition, Arabidopsis *FACKEL* gene is set involved in embryonic patterning and meristem programming (Jang et al., 2000).A Although we propose that sterol biosynthesis in meristematic regions is affected in *fas*, we cannot rule out the possibility that the linked genes located within the introgressed *fas* inversion are the cause of the differential expression.

Brassinosteroids are growth promoting hormones in general and the BR contents are maintained at a low level in the meristem, particularly in the organ boundary (Hepworth & Pautot, 2015). The KNOX genes, such as *STM*, maintain the identity of meristem and boundary in the SAM by suppressing the BR levels and directly activating genes involved in boundary formation (Bolduc et al., 2012; Johnston et al., 2014; Spinelli, Martin, Viola, Gonzalez, & Palatnik, 2011; Tsuda, Kurata, Ohyanagi, & Hake, 2014). In Arabidopsis, BR biosynthesis mutant, *det2*, and BR membrane‐bound receptor mutant, *bri1*, cause extra carpel formation (Gendron et al., 2012). Together, these findings raise the possibility that higher expression of *SlWUS* and tomato *STM* in the FMs of *lc*,* fas* and *lc*/*fas* suppressed sterol/BR biosynthesis, thereby triggering the formation of extra boundaries and floral organs.

In summary, our in situ hybridization and RNA‐seq analyses have captured the dynamics of gene expression in vegetative meristem, floral meristem, and young floral buds in *lc* and *fas*. These results have provided useful information for the future study of important developmental questions, such as the link between the meristem regulation and floral organ determinacy. These results can also be integrated with other large‐scale datasets at various levels to decipher the regulatory network in meristem development, and provide predictive models in improving fruit traits.

## 4 MATERIALS AND METHODS

### 4.1 Plant materials and near‐isogenic line (NIL) development

*Solanum pimpinellifolium* accession LA1589 seeds were obtained from *Tomato* Genetics Resource Center (http://tgrc.ucdavis.edu/). Mature fruits from LA1589 typically contain two locules and are about 1 cm in diameter. Both *Solanum lycopersicum* cv. Orange Strawberry and Yellow Stuffer seeds were obtained from Tomato Growers Supply Company. Orange Strawberry contains the *lc* and *fas* mutant alleles and bears large fruits with 14 locules on average. Yellow Stuffer bears large fruits with 3.6 locules on average and only carries the *lc* allele. The NILs carrying the mutant alleles were derived from repeated backcross to the wild species *S. pimpinellifolium* accession LA1589. After six backcross generations to introgress each locus separately, the *lc* and the *fas* lines were crossed to one another to create the double NIL. To further reduce the size of the introgression regions at both loci, we made three more backcrosses to LA1589 and identified close recombination breakpoints, followed by two more self‐pollinated generations to generate final BC_9_F_2_ population (family 13S133) (Figure S8). During this selection, *lc* and *fas* loci were maintained in the heterozygous state, while the surrounding loci were selected to be homozygous wild type and selected for recombinants around the genes. Three NILs, *lc*,* fas*,* lc/fas* and the wild type (WT), were created from the BC_9_F_2_ population. The primers used to select recombinants are listed in Table S3.

The size of the introgressed segment varied for each locus (Figure S9). For *lc*, the region was approximately 184 kb, from 47,014 to 47,198 kb on Chr.2 (SL2.50). For *fas*, the introgression size was about 351 kb, from 54,842 to 55,193 kb on Chr.11 (SL2.50). The *fas* mutation was caused by a large inversion (294 kb) which limited the ability to narrow down the region further in this NIL.

### 4.2 Cloning of the RNAi‐*SlCLV3* constructs

To reduce the expression of *SlCLV3* in wild type tomatoes, a hairpin RNAi construct was created using the pKYLX80 vector similar to the method described in Siminszky, Gavilano, Bowen, and Dewey (2005). A gene‐specific fragment of 355 bp was amplified from *SlCLV3* with the following primer pairs: CRF1: 5′‐AATTCTAGAAGCTTTCAATCTCT TTGTCTTGCTGA‐3′ and CRR1: 5′‐ATGGAGCTCTCGAGATGAA ACCATATACTACCCT‐3′. The amplified product was digested with *HindIII*/*XhoI* and *SacI*/*XbaI* to construct sense and antisense fragments flanking the 151 bp region of soybean ω‐3 fatty acid desaturase (FAD3) intron (Figure S10). Next, both digested fragments were inserted into vector pKYLX80. The resulting *EcoRI*‐*XbaI* fragment from pKYLX80 containing the *CaMV35S2* promoter, *SlCLV3* sense hairpin‐stem*, FAD3* intron and *SlCLV3* antisense hairpin‐stem was subcloned into binary vector pKYLX71 between TL border and the RBCS subunit terminator to produce the final RNAi‐ *SlCLV3* construct, named pRNAi‐CR. The pRNAi‐CR was stably transformed into *S. pimpinellifolium* accession LA1589. We selected two independent T0, pRNAi‐CR4 and pRNAi‐CR9, which were shown to contain six and one copy of the transgene respectively, and were further evaluated by phenotypic and expression analysis in the T1 generation. Target specificity of this RNAi experiment was examined through BLASTN using Tomato genome cDNA database (SL3.20) with the designed hairpin‐stem sequence (Figure S11). Comparisons of the expression level of all the *SlCLE* gene families between the wild type and RNAi‐*SlCLV3* lines in tomato FM and 2dpi floral buds are shown in Figure S12.

### 4.3 Morphological analysis

#### 4.3.1 Inflorescence branching, floral organ number and fruit locule number counts

Five to six plants were selected from the seedlings generated by family 13S133 for each genotypic class (*lc*,* fas*,* lc*/*fas* and the wild type) and transplanted in 1‐gallon pots in the greenhouse. For the transgenic T1 lines, three to seven plants were used. Inflorescence branching was evaluated on 40 inflorescences per plant. In addition, 40 flowers at anthesis were collected per plant to evaluate sepal, petal and stamen number. To evaluate locule number, 40 ripe representative fruits were collected from each plant, and locule number was counted in cut fruits.

#### 4.3.2 Fruit weight and dimension analysis

For fruit weight analysis, 20 ripe representative fruits per plant were selected and weighted. For fruit dimension analysis, eight to ten fully mature fruits from each of the genotypes were cut horizontally and scanned. Tomato analyzer 3.0 (Rodríguez et al., 2010) was used to analyze the scanned images for fruit perimeter and area following the instructions (http://vanderknaaplab.uga.edu/tomato_analyzer.html).

#### 4.3.3 Morphological analysis of inflorescence structure and meristem size measurement

The first young inflorescences of *lc, fas, lc/fas* NILs and the wild type were collected in the greenhouse and immediately placed in ice‐cold RNA*later* (QIAGEN) to preserve the tissue structure. The inflorescences were imaged using an Olympus SZH10 stereo‐microscope and Olympus DP‐10 digital camera. For the meristem size measurement, paraffin slide sections were made the same way as described in in situ hybridization procedures. Paraffin slide sections were rehydrated through ethanol series and stained with 1% Toluidine Blue (Sigma‐Aldrich). Stained tissues were further dehydrated through ethanol series and finally mounted with Cytoseal 60 (Thermo Scientific). Images were taken under a fluorescence microscope and meristem size was measured using ImageJ software (NIH). The width of floral meristems was measured along a line between two sepal and petal primordia in floral buds at stage 3 and 4 days post floral initiation (dpi), respectively. For each genotype and time point, at least five meristems were measured. A two‐tailed *t*‐test was performed for statistical analysis.

#### 4.3.4 Statistical analysis

Analysis of variance (ANOVA) and Tukey's mean separation tests (HSD) were performed using the average of 20–40 measurements from each plant except for fruit size dimension, in which an average of eight fruits were used. Comparisons were made using the average per plant and 3–7 plants per genotype. Epistasis between the two loci was determined using two‐way ANOVA with the following model: *Y*_*ijk*_ = μ + *a*_*i*_ + *b*_*j*_ + *ab*_*ij*_ + ϵ_*ijk*_, in which *a* and *b* represented the effect of *lc* and *fas*, whereas *ab* was the interaction factor. In addition, *i* represented the *i*’th allele at *lc*,* j* represented the *j*’th allele at *fas*, while *k* represented the number of all plants used in the analysis. To estimate how *lc* and *fas* contributed to trait variance, dominance‐to‐additive variance ratio (d/a) was calculated using the following equation: d/a = (2Aa‐AA‐aa)/(AA‐aa). AA and aa represented the phenotypic effects caused by homozygous derived and wild type alleles, respectively. Aa represented the phenotypic effect caused by heterozygous alleles.

### 4.4 In situ hybridization to determine *LC* and *FAS* expression in floral meristems

RNA in situ hybridization was performed with digoxignin‐labeled RNA using by Wu, Xiao, Cabrera, Meulia, and van der Knaap (2011) with minor modifications. To generate the RNA probes, full‐length *SlCLV3* (Solyc11 g071380) and *SlWUS* (Solyc02 g083950) cDNA was amplified from M82 cDNA using Phusion Taq (Invitrogen) and ligated into the pSC‐A‐amp/kan vector containing T7 and T3 promoter (provided by Lippman's lab, CSHL). Clones pSL‐CLV3‐1 and pSL‐CLV3‐4 were generated to make *SlCLV3* antisense and sense probes, respectively. Clone pSL‐WUS‐4 was used to make both *SlWUS* sense and antisense probes. Depending on the orientation of the insert, T7 or T3 RNA polymerase was used to transcribe sense or antisense RNA.

Young inflorescences were fixed with ice‐cold 4% (w/v) paraformaldehyde and vacuum infiltrated with a pressure of 25–28 in Hg for 20–30 min until the samples had sunken. Samples were dehydrated through ethanol series, followed by histoclear replacement. Paraffin wax (Polyscience) was used for sample embedding with at least six fresh exchanges for 3 days. Microtome sections were taken to obtain 10 μm thick ribbons. Slides were rehydrated in an ethanol series followed by Proteinase K digestion and acetylation. The hybridization reactions were conducted at 55°C overnight with the gene‐specific DIG‐labeled probes. Excess probes were washed off with saline‐sodium citrate buffer (SSC buffer) and slides were blocked with blocking reagent (Roche). To detect the signal, slides were incubated with alkaline phosphatase‐conjugated antibody (anti‐DIG‐AP Fab fragments, Roche) at room temperature for 2 hr. Non‐specific binding of antibody was washed three times with BSA buffer for 1.5 hr each. Finally, Western Blue (Promega) was applied to each slide and incubated overnight in dark at room temperature for the color reaction. Images were taken under the fluorescence microscope (Leica) equipped with a digital camera in Molecular and Cellular Image Center in OARDC.

### 4.5 Tissue collection and RNA extraction

For each genotype, approximately 300 first and second inflorescences with only 3–4 visible floral buds were collected from 5 to 7‐week old plants that were sown over a 6‐week window. For each replicate, tissues were collected daily between 2 and 3 p.m. During the collection, all inflorescences were immediately immersed in ice‐cold RNA*later* (QIAGEN) solution at five times the volume of the sample in order to prevent RNA degradation. After sample collection, vacuum infiltration was applied until tissues sunk to the bottom of RNA*later* solution. The tissues were then stored in RNA*later* at −80°C. Five different developmental stages including sympodial shoot apical meristem (SYM), floral and inflorescence meristems (F&IM), 2 days post floral initiation (dpi), 4 and 6 dpi floral buds were collected from each genotype with three replicates. For the dissection, meristems and buds of different developmental stages were isolated using forceps under a dissection microscope and immediately put into a 1.5 ml eppendorf tube in 1 ml of fresh RNA*later* that was kept on ice. The samples were stored at −80°C prior to the RNA extraction. Prior to RNA extraction, the precipitated RNA*later* crystals need to be dissolved by occasionally shaking of the eppendorf tube at room temperature several times. The RNA*later* reagent was further removed using a fine‐tip drawn‐out glass pipette. RNA extraction was conducted using Trizol^®^ (Invitrogen Inc.) following manufacturer's recommendation. The quality of RNA in each sample was examined using Agilent Bioanalyzer prior to RNA library preparation. Samples with a total RNA amount of 1–2 μg were used for subsequent RNA library preparation.

### 4.6 3′ Tag RNA‐seq library preparation

3′ Tag RNA‐seq, a low‐cost RNA‐seq alternative, was adapted to our study. Meyer, Aglyamova, and Matz (2011) presented a 3′ Tag RNA‐seq approach that solely focused on sequencing the 3′ end of mRNA. This 3′ Tag RNA‐seq method requires only 5 million reads per sample, which can significantly reduce the cost for sequencing per sample by allowing a higher degree of multiplexing. RNA‐seq libraries of approximately 300 bp fragments were prepared following the 3′‐Tagseq protocol of Meyer et al. (2011) with little modifications as per directions from Dr. Thomas Juenger, The University of Texas at Austin. In total, sixty libraries were made, including our four genotypes at five developmental stages, and each with three biological replicates. The mRNA was enriched using Oligo d(T)_25_ magnetic beads (NEB) by following the manufacturer's recommendations. The bound mRNA was eluted from the beads by adding 2× SupertScript II first‐strand buffer (Invitrogen) supplemented with 10 mM DTT. Samples containing eluted mRNA, magnetic beads and first‐strand buffer were incubated at 94°C for 2 min to fragment the mRNA, and immediately placed on ice. Samples with fragmented RNA were placed on the magnetic rack to remove the Oligo d(T)_25_ beads. The supernatant containing fragmented mRNA and first‐strand buffer was transferred to a new tube for first‐strand cDNA synthesis. First‐strand cDNA was synthesized using SupertScript II reverse transcriptase in the presence of 3′ Oligo dT primers and 5′ RNA adaptors with GGG at 5′ end at 42°C for 1 hr. To amplify targeted 3′ end cDNA, AccuPrime Taq polymerase (Invitrogen) was used for the 16 cycles of PCR amplifications. To purify the resulting 3′ end cDNA products, the excess primers, nucleotides, salts and enzymes were removed by Agencourt AMPure XP using 1.8 volume of beads solution. cDNA quantity was measured using the Qubit HS and all samples were diluted to 40 ng in 42 μl total volume. Next, library‐specific barcodes and Illumina universal adaptors were incorporated to each cDNA by five cycles of PCR in 50 μl total volume using AccuPrime Taq polymerase (Invitrogen). Afterwards, six libraries were pooled together. To size select 300–350 bp fragments, 0.7 volume of Agencourt AMPure XP beads to 1.0 volume of sample was used and the supernatant was collected to remove cDNA size larger than 400 bp. Next, 0.85 volume of Agencourt AMPure XP beads to 1.0 volume of sample was used to target cDNA size around 300–350 bp. The bound cDNA was eluted from the beads by adding distilled water. The fragment size and concentrations of the samples were examined using Agilent Bioanalyzer and Qubit HS. Samples with 30 ng total amount were mixed together to create two pools with 30 3′ Tag RNA‐Seq libraries each. The RNA libraries were sent to the Genomic Resources Core Facility at Weill Cornell Medical College for 100 bp single–end sequencing on the Illumina HiSeq2500. The raw data are deposited at NCBI under accession numbers GSE129809 (3′Tag RNA seq) and GSE129901 (whole mRNA seq).

### 4.7 Gene expression analysis

Raw reads were checked for their quality in FASTQC. Total raw reads for each sample ranged between 5 to 10 million (Table S4). Filtering steps were performed using fqtrim program (http://ccb.jhu.edu/software/fqtrim/index.shtm) to remove up to 50% low quality reads with QC score < 20 as well as poly‐A tail contaminations. About 94% of clean reads mapped to ITAG2.4 Released Tomato Genome through Rsubread 3.4 (Liao, Smyth, & Shi, 2013) and 81% of clean reads mapped to annotated genes. Most of the genes were either not expressed or expressed at low levels (Figure S13). Pearson correlations were performed to check the reproducibility between replicate. An average correlation (*r* = 0.99) was obtained which showed a high reproducibility between samples of the same stage and genotype in this experiment. For the sequencing coverage, around 55%–60% of 29,324 tomato reference genes showed at least three mapped reads among all samples. Gene expression levels were normalized using the RPM value (Reads Per* *Million). The significance of differentially expressed genes (DEGs) was determined by linear factorial modeling in DEseq2, of which likelihood ratio test was applied (Clevenger et al., 2017). To identify genes with significant genotype effects using DEseq2 in R, the full model (Genotype + Time) and reduced model (Time) were used to test whether the observed differences in read counts of a given gene between genotypes were significantly larger than the variations between developmental stages and replicates. Similarly, genes with significant genotype by time point interactions were identified form the full model using (Genotype + Developmental stage + Genotype * Developmental stage) as well as the reduced model (Genotype + Developmental stage). For the genotype category, DEGs with adjusted *p*‐value < 0.1 in at least one comparison were selected, whereas the threshold of *p*‐value < 0.001 was used for selecting DEGs with interaction effects. The *p*‐value was adjusted with the default Benjamini‐Hochberg method in DEseq2. The relatively lower stringency (adj. *p* < 0.1) was used as a cutoff in the genotype category because of the weak cis‐regulatory mutant alleles at *lc* and *fas*, which leads to 669 DEGs with significant genotype effect. In addition, because very few DEGs (seven genes) were identified in the interaction category with adj. *p* < 0.1, we objectively selected a *p*‐value cutoff based on *SlWUS* expression, close to the *p*‐value of <0.001. As a result, 13 DEGs with significant interaction effects were identified. Notably, the model we used for identifying genotype effect contained gene variables with genotype × developmental stage effects. Therefore, we identified seven DEGs genes shared by the two methods.

To obtain an overview of enriched Gene Ontology (GO) terms for the 675 DEGs, Arabidopsis homologs of these DEGs were used as inputs in the Cytoscape plug‐in, GlueGO v2.1.6 (Bindea et al., 2009). To identify co‐expressed genes, samples were clustered based on the normalized expression (Z‐score) of the wild type across four developmental stages (F&IM, 2, 4, and 6 dpi). By using the Mfuzz package (Kumar & Futschik, 2007) with fuzzy c‐mean algorithm in R, DEGs were grouped into eight clusters. Furthermore, to identify a core of genes showing similar expression dynamics in mutants within each cluster, expression values from *lc*,* fas* and *lc*/*fas* NILs were Z‐score normalized with WT. The normalized expression values were used to calculate PCCs between gene pairs within each cluster. To select the core co‐expressed genes, the PCC matrix was hierarchically clustered using Ward's method and visualized through heatmap3 in R (Zhao, Guo, Sheng, & Shyr, 2014). DEGs clustered within the hierarchical sub‐group were objectively selected as a sub‐cluster as they were tightly co‐expressed among WT and mutants through different developmental stages.

### 4.8 Whole mRNA‐seq sample preparation, library construction, and data analysis

For the whole mRNA‐seq, tissues were collected from the wild type and RNAi‐*SlCLV3* lines at three developmental stages, each with four replicates. The first stage included inflorescence meristems, floral meristems and the youngest floral buds. The second and third stages included floral buds at 4 and 6 dpi, respectively. Plants were grown in two‐gallon pots under natural light supplemented with artificial light (16/8 hr light/dark cycle) in the greenhouse in Wooster, OH, USA, 2013. For each genotype, 100–150 young inflorescences (the largest floral bud was smaller than 0.5 cm) from six individual plants were collected using forceps. For each replicate, tissues were weekly collected during 10 a.m.–12 p.m. in the greenhouse over 4 weeks.

Strand‐specific RNA libraries of approximately 250 bp fragments were prepared following the protocol of Zhong et al., 2011. Briefly, six libraries were barcoded and pooled in one lane. The RNA‐seq libraries were sent to the Illumina HiSeq2000 at Genomic Resources Core Facility at Weill Cornell Medical College for 50 bp single–end sequencing. After filtering low quality reads and de‐multiplexing, the quality of 50 bp raw reads were checked through FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/). The cleaned raw reads were then mapped to ITAG2.3 Released Tomato Genome through the Tophat2 high throughput short read aligner. Total reads from sense strand for each sample are about 20–30 million. Gene expression levels were normalized using RPKM (Reads Per Kilobase per Million) for whole mRNA‐seq.

### 4.9 Phylogenetic analysis

Phylogenetic tree analysis was performed to assigned nine differentially expressed kinesin genes to one of 10 plant kinesin families. To retrieve the kinesin protein sequences in tomato, full‐length protein sequences were downloaded from the International Tomato Annotation Group release 3.20 predicted proteins (ITAG 3.20) (http://solgenomics.net/). To retrieve the Arabidopsis kinesin proteins, we selected kinesin genes based on Zhu and Dixit (2012) and downloaded their sequence from The Arabidopsis Information Resource (TAIR) database. Sequences of maize kinesin proteins were retrieved from Maize Genetics and Genomics Database (MaizeGDB) website (https://www.maizegdb.org/). Kinesin proteins from other organisms were also selected based on previous analyses reported on the online website (https://labs.cellbio.duke.edu/kinesin/index.html) created by Liz Greene, Steve Henikoff and Sharyn Endow. The Multiple Expectation Maximization for Motif Elicitation (MEME) tool (Bailey & Elkan, 1994) was used to define the conserved motifs in tomato kinesin genes. The multiple sequence comparison by log‐ expectation (MUSCHEL) algorithm implemented in the Molecular Evolutionary Genetics Analysis program (MEGA, version7.0) was used to perform multiple sequence alignment with default settings (Kumar, Stecher, & Tamura, 2016). Phylogeny tree was constructed using the neighbor‐joining method with nucleotide *p*‐distance and 1,000 bootstrap replicates.

## CONFLICT OF INTEREST

The authors declare no conflict of interest associated with the work described in this manuscript.

## AUTHOR CONTRIBUTIONS

YHC and ZH performed the research; YHC contributed to new analyses tools and analyzed the data; JCJ and EvdK supervised the research and writing; EvdK designed the research; YHC wrote the manuscript with revisions from JCJ and EvdK. All authors approved the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

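Gene expression was measured by 3′ Tag RNA-seq in the wild type and the lc, fas and lc/fas NILs at 5 stages (SYM, F&IM, and floral buds of 2, 4 and 6 dpi), with 3 replicates for each of the 20 groups, 60 libraries in all. The authors trimmed the reads with fqtrim, aligned them with Rsubread to the tomato genome with its ITAG2.4 annotation and counted them per gene. The settings of the counting step and the version of fqtrim are not given in the sources used here. The values analysed here are whole counts per gene for 34725 genes. A further line without a gene name, which in each of the 60 libraries equals the number of genes with at least 3 counts, was left out of totals and tests; it held at most 3.10% of a library. The RNAi lines of SlCLV3, microscopy and phenotypes were not analysed here.

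Totals per library, in units of 1000000 counts, ran from 0.441 to 9.17 with a median of 4.71; by stage the medians were 4.70 in the SYM, 4.83 in the F&IM, 4.58 at 2 dpi, 4.56 at 4 dpi and 5.10 at 6 dpi. Differential expression was tested with edgeR 4.0.16 in R 4.3.3: filterByExpr on the 20 groups kept 18901 genes, TMM gave the scaling factors, and the quasi-likelihood test with robust estimation was used. The 3 models were stage and genotype (effects over the 5 stages, the genotype effect, and the lc by fas interaction), stage by genotype (the genotype by stage interaction) and the 20 groups (effects within a stage). P-values were adjusted by the Benjamini-Hochberg method, with an adjusted p under 0.1 as the threshold, except for the genotype by stage interaction, counted at an unadjusted p under 0.001 as in the study. The study chose this cutoff from SlWUS in these libraries. SlCLV3, SlWUS, SlYABBY2b, TAG1 and SlCLE9 within a stage were adjusted over their 75 tests. RPM is counts per 1000000 counts of a library, and correlations used log2(RPM + 1). Lists of genes were tested with camera of limma 3.58.1, with its preset correlation of 0.01 and with an estimated correlation, adjusted over the lists and comparisons.

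The lists were meristem genes, microtubule and cell division genes and homologs of WUS targets named by the paper, the interaction and introgression genes of Data S1, and lists written from general knowledge: floral organ identity, organ boundary and inflorescence, sterol biosynthesis, steroidal glycoalkaloids, kinesins, mitosis and cytokinesis, DNA replication, photosynthesis, circadian clock, heat shock, wounding and jasmonate, phenylpropanoids and flavonoids, and CLE peptides with CLAVATA receptors. Genes named in the text by rule are those the paper names by identifier, up to 10 rises and 10 falls per NIL with an adjusted p under 0.1, a mean of at least 5 RPM and 1 direction in all 5 stages, up to 4 members per list with the smallest p, the 13 interaction genes of Data S1 and any gene with an adjusted p under 0.1 for the interaction; a few genes called at single stages or at 6 dpi against the other stages, such as Solyc06g075520, Solyc09g014550 and Solyc01g006210, are named outside this rule and were chosen after their values were seen. The comparisons, lists from general knowledge and all alternatives but 2 were fixed before the data were examined. So was the naming rule, but the values of the genes in the paper's Data S1 and figures had been seen when it was written. Those values come from these libraries. The lists of kinesins, mitosis and cytokinesis, DNA replication, photosynthesis, circadian clock, heat shock, wounding and jasmonate, and CLE peptides were written as Arabidopsis genes. They were matched through homolog pairs that the study gives for its own gene lists. Most of their members were thus picked by the study on these libraries.

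Replicate numbers were checked for pairing by correlating the residuals of a NIL and the wild type with equal numbers. For lc/fas all 15 correlations were over 0.1 (0.173 to 0.822, mean 0.367), against 9 of 15 for lc and 13 of 15 for fas, and a mean of -0.113 between different numbers; for lc/fas a fit with the replicate number as a block is therefore given where it changes a call or count. The alternatives were DESeq2 1.42.0 (the submitters' notes name DESeq2 without a version), DESeq2 size factors, total counts, no filter (31952 genes), a stricter filter of 10 counts in at least 0.5 of the libraries (16623 genes), the replicate block, limma-voom with each collection of 1 genotype and replicate number as a block, counts summed per collection, the floral stages alone, 1 stage alone, other thresholds, leaving out the introgressed genes, and leaving out each of the 12 collections in turn. Leaving out fas at 6 dpi, replicate 3, and a simulation of the overlap of lc and fas in which the wild-type libraries were drawn too were added after seeing the data. Other splits of the collections were drawn to count how often they gave as many calls. The procedure was tested on simulated data. Of genes changed 2-fold, the fit recovered 98.5% for fas over the 5 stages, 62.7% for fas at 6 dpi and 31.3% for the genotype by stage interaction. False calls numbered 15, 12 and 12. The simulated libraries were drawn independently with 1 spread per gene. They lack the shared deviation of a collection and the larger spread at 6 dpi, so recovery in the real libraries may be lower.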

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

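The tests of the spread at 6 dpi and of the wild-type libraries standing apart, and the fit without fas at 6 dpi replicate 3, were chosen only after the result was seen.

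Fas at 6 dpi had 568 calls against 2 to 15 at the other stages. The spread at 6 dpi was 3.77 times the median of the other stages, more than the shared estimate allows for, and with the libraries of 6 dpi alone 1 gene was called. Whether the wild-type libraries stood apart from all NILs stays open: 1 gene was called in fas against lc and 1 against lc/fas, while the median share of the fas change found in lc was 35.2% and in lc/fas 23.0%, over genes chosen for their change in fas. Across the called genes the fas change had a low r of 0.135 with the change from 4 to 6 dpi in lc. These genes were chosen for their change in fas at a stage of large spread. The low r therefore does not settle whether the fas buds differed in age. Leaving out wild type replicate 1, 2 or 3 gave 1, 5844 and 2 calls, fas replicate 1, 2 or 3 gave 22, 244 and 357, lc replicate 2 gave 144, lc replicate 1 gave 357, lc replicate 3 gave 361, lc/fas replicate 1 gave 217 and lc/fas replicate 2 gave 986. A larger spread at this stage may thus account for these calls, and a biological effect of fas at 6 dpi stays open.

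Sterol and steroidal glycoalkaloid genes were lower in fas (9 and 8 called) and lc/fas (7 and 9 called); the paper does not discuss the glycoalkaloid genes. Both lists rise with floral age, so younger buds would lower them. Of 10000 lists matched on expression and stage trend in lc, 100% had a higher median than each list in fas and lc/fas. The lowest matched medians were -0.15 and -0.08 for sterol and -0.19 and -0.12 for glycoalkaloid genes. Genes of like trend were not lower as a set, with a middle matched median of 0.04 in fas and 0.05 in lc/fas. The matched lists are random, whereas the members of each list vary together (estimated correlation 0.49 and 0.25). Of the members, 9 of 13 and 9 of 11 are in Data S1, chosen on these libraries. The share of 100% therefore does not settle whether bud age had a part. Without fas replicate 2, 5 sterol and 3 glycoalkaloid genes were lower in fas, and without lc/fas replicate 1, 4 and 3 in lc/fas. A shared regulator of both pathways was not tested.

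TAG1 was higher at 4 dpi in fas and lc/fas. Older buds would raise every gene that rises as steeply from 2 to 4 dpi; TAG1 lay above 80% of these genes in lc, 80% in fas and 60% in lc/fas, but only 5 genes rise as much, so bud age and an effect of the alleles cannot be told apart. Among the 151 and 156 genes that rise at least 0.5 times as much, TAG1 lay above 86.8% in fas and 86.5% in lc/fas, and in lc above 66.0% of 162.

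Effects that differed between stages by the interaction test were those of the NPH3 homolog (adjusted p = 7.52e-05), SlCLV3 (adjusted p = 0.00114), SlYABBY2b (adjusted p = 0.0253) and Solyc03g117230 (adjusted p = 0.0505). Against the mean of the other 4 stages, the effect at 6 dpi differed for 1 gene in lc (the NPH3 homolog, by 1.24) and 2 in fas (the NPH3 homolog, by 1.14, and Solyc01g006210, by -1.27, which was chosen after its values were seen). Outside Data S1, 140 genes showed a genotype effect, and 31 genes had an lc by fas interaction over the 5 stages, which the paper does not report.

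Splits of the 12 collections, the real one included, were compared by their counts. At least as many genotype effects as in the real split came from 50 of 80 (real 610, highest other 8929). For lc by fas interactions it was 55 of 80 (real 31, highest other 5948). For genotype by stage interactions it was 25 of 60 (real 5, highest other 194). Chance can thus not be excluded for these counts. Splits with several times the real count point to a structure among the collections.

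For single NILs the 10 splits of 3 collections against 3, the real one included, are too few for a share under 0.05. The numbers of splits as large given here include the real one, so 1 stands for the real split alone. Over the 5 stages the real counts and the highest others were 61 and 3530 for lc (5 splits as large), 419 and 6263 for fas (6) and 311 and 5942 for lc/fas (6); these splits too point to a structure of the collections. For lc they were 3 and 1 in the SYM, 3 and 1 in the F&IM, 2 and 0 at 2 dpi, 1 and 0 at 4 dpi (1 split as large at each) and 1 and 6328 at 6 dpi (6). For fas they were 15 and 0, 4 and 0, 5 and 1, 2 and 1 (1 at each) and 568 and 7417 at 6 dpi (3). For lc/fas they were 29 and 1, 8 and 0, 8 and 0, 6 and 2 (1 at each) and 4 and 6244 at 6 dpi (6). Lower sterol genes numbered 9 against 12 in fas and 7 against 11 in lc/fas (2 splits as large in each). Microtubule genes numbered 1 higher and 1 lower in lc against 5 and 5 (3 splits each), 1 lower in fas against 2 (3) and 1 lower in lc/fas against 1 (2). Of the 4 splits that part all lc/fas and wild-type pairs, the highest other gave 0 over the 5 stages and 1 in the SYM. It gave 0 at each other stage and for the sterol genes. The large counts in lc/fas came from splits that keep pairs together. In fas, where numbers pair less clearly, the other splits that part all pairs gave at most 5 over the 5 stages, 7 at 6 dpi and 0 for the sterol genes. In lc they gave at most 13 over the 5 stages and 1906 at 6 dpi. Whether numbers pair samples in fas and lc was not settled.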

How the results depend on the processing

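The fit without fas at 6 dpi replicate 3 and the simulation in which the wild-type libraries were drawn too were chosen only after the result was seen. Of 1030 alternative values for 58 results, 845 kept their direction and side of the threshold, or a count within 1.5 times; the cause of the changes was not tested. At this depth a 1.5-fold change was recovered in 13.4% of simulated genes for fas at 6 dpi and 67.2% over the 5 stages. The simulated libraries were independent and had 1 spread per gene, so recovery in the real ones may be lower. Where a collection was left out, the remaining libraries share the spread of all groups.

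With limma-voom and the collection as a block: genotype effect 122, stage interaction 31, lc over stages 21, fas over stages 71, lc/fas over stages 60, lc by fas 10, microtubule genes higher in lc 0, WUS-induced homologs 5, WUS-repressed homologs 12. With counts summed per collection: genotype effect 12, lc over stages 4, fas over stages 8, lc/fas over stages 6, lc by fas 5. With the 4 floral stages: genotype effect 289, lc over stages 30, fas over stages 130, lc/fas over stages 113, lc by fas 13. With DESeq2: stage interaction 14, lc over stages 96, lc at 2 dpi 4, lc at 4 dpi 2, lc at 6 dpi 3, fas at SYM 28, fas at F&IM 7, microtubule genes higher in lc 5, overlap at 6 dpi 3. With no filter: stage interaction 9, lc at 4 dpi 0, fas at 6 dpi 220, SlWUS in lc at 6 dpi 0.66, TAG1 in lc/fas at 6 dpi 0.49. At adjusted p under 0.05: fas over stages 256, lc/fas over stages 196, lc at 4 dpi 0, fas at SYM 8, fas at 6 dpi 120. With total counts: lc at SYM 5, TAG1 in lc/fas at 6 dpi 0.48. With 1 stage alone: lc at F&IM 1, lc at 4 dpi 2, lc at 6 dpi 0, fas at SYM 5, fas at F&IM 8, fas at 6 dpi 1, lc/fas at SYM 11, lc/fas at F&IM 3, lc/fas at 6 dpi 1. In these fits SlCLV3 in lc at F&IM (0.28) and TAG1 in lc at 4 dpi (0.32) passed an unadjusted p under 0.05. SlWUS in fas at 6 dpi (0.96) and TAG1 in lc/fas at 6 dpi (0.50) no longer did. With the stricter filter: fas at 2 dpi 3, fas at 6 dpi 900. With DESeq2 size factors: fas at 6 dpi 329. At unadjusted p under 0.05: overlap at SYM 455, overlap at F&IM 63, overlap at 2 dpi 71, overlap at 4 dpi 79, overlap at 6 dpi 446. At unadjusted p under 0.01: overlap at SYM 67, overlap at F&IM 13, overlap at 2 dpi 13, overlap at 4 dpi 5, overlap at 6 dpi 49. With stage means subtracted: correlation with SlWUS -0.11.

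With the replicate block: genotype effect 1282, stage interaction 12, lc over stages 210, fas over stages 1150, lc/fas over stages 602, lc by fas 69, lc at SYM 24, lc at F&IM 9, lc at 2 dpi 6, lc at 4 dpi 4, lc at 6 dpi 5, fas at SYM 97, fas at F&IM 14, fas at 4 dpi 7, fas at 6 dpi 1676, lc/fas at SYM 115, lc/fas at F&IM 13, lc/fas at 2 dpi 17, lc/fas at 6 dpi 7, microtubule genes higher in lc 6. All 15 pairing correlations were over 0.1 for lc/fas only. For fas 13 of 15 were (mean 0.203) and for lc 9 of 15 (mean 0.121), against a mean of -0.113 between different numbers. Pairing is thus not excluded for lc and fas, and these values show how far their counts move.

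Leaving out 1 collection at a time, or fas at 6 dpi replicate 3, gave these lowest and highest values: genotype effect 476 to 931, stage interaction 4 to 10, lc over stages 45 to 148, fas over stages 109 to 1969, lc/fas over stages 164 to 651, lc by fas 24 to 119, lc at SYM 2 to 5, lc at F&IM 1 to 4, lc at 2 dpi 1 to 3, lc at 4 dpi 0 to 2, lc at 6 dpi 0 to 2073, fas at SYM 5 to 20, fas at 4 dpi 2 to 4, fas at 6 dpi 1 to 5844, lc/fas at SYM 14 to 31, lc/fas at F&IM 1 to 8, lc/fas at 4 dpi 3 to 6, lc/fas at 6 dpi 1 to 5, SlCLV3 in lc at SYM 0.13 to 0.42, SlWUS in lc at SYM 0.41 to 0.67, SlWUS in lc at 6 dpi 0.092 to 1.06, SlWUS in fas at 6 dpi 0.74 to 1.17, TAG1 in lc at 6 dpi 0.27 to 0.63, TAG1 in fas at 4 dpi 0.56 to 0.70, TAG1 in fas at 6 dpi 0.55 to 0.95, TAG1 in lc/fas at 4 dpi 0.54 to 0.68, TAG1 in lc/fas at 6 dpi 0.32 to 0.73, lc by fas interaction of TAG1 at 6 dpi -0.85 to -0.43, sterol genes lower in fas 4 to 11, sterol genes lower in lc/fas 4 to 11, microtubule genes higher in lc 0 to 5.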

Differences from the paper's values

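For the genotype by stage interaction at an unadjusted p under 0.001 the paper gives 13 genes, against 5 here. Of the alternatives set before the data were examined, DESeq2 (14), no filter (9), the replicate block (12), and leaving out fas replicate 2 (10) or wild type replicate 2 (9) came within the paper's value; DESeq2 size factors, total counts, the stricter filter, limma-voom with the collection as a block, an adjusted p under 0.1 and leaving out each other collection did not. SlWUS in the wild type at 6 dpi is 1.07 RPM in the paper's Data S1 and 1.84 here (SD 0.446); no alternative was set for it.

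The paper's Data S4 lists, with no threshold stated in the text, hold for lc the paper's 995 genes in the SYM, 123 in the F&IM, 330 at 2 dpi, 245 at 4 dpi and 118 at 6 dpi, against 3, 3, 2, 1 and 1 here at an adjusted p under 0.1. For fas the paper's lists hold 633, 281, 302 and 452 genes from the SYM to 4 dpi, against 15, 4, 5 and 2 here, and for lc/fas the paper's 799, 401, 315, 285 and 91, against 29, 8, 8, 6 and 4. No alternative set before the data were examined (DESeq2, scaling, filters, replicate block, 1 stage alone, threshold of 0.05, leaving out collections) came within these values. At an unadjusted p under 0.05 the counts were 1817, 300, 418, 330 and 1040 for lc, 1166, 436, 435 and 536 for fas, and 1543, 543, 432, 393 and 476 for lc/fas. Libraries simulated without any change, the wild type included, gave 880.85 to 914.1 such genes on average for lc. For fas up to 4 dpi they gave 863.95 to 911.9. The real counts of lc and fas in the F&IM, at 2 dpi and at 4 dpi lie below these, so they alone are no evidence of changed genes. This simulation was chosen after seeing the data. The paper's text gives 36% as the highest overlap of lc and fas without naming a stage or a base; its Data S4 lists give this for the SYM as a share of the genes of fas, against 6.67% here; at an unadjusted p under 0.05 in both it was 39.0%, within the paper's value, and at an unadjusted p under 0.01 it was 23.8%.

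The paper states higher SlCLV3 in lc in the SYM and F&IM, where the log2 fold changes were 0.27 and 0.28; for these genes the paper's Figure 4 marks an unadjusted p from under 0.1, and here the unadjusted p was 0.122 and 0.114. At an unadjusted p under 0.05, which is where an adjusted p under 0.1 over the 75 tests falls, in the SYM it passed without wild type replicate 3 (0.42) and in the F&IM with that stage alone (0.28). It states higher SlWUS in lc at 6 dpi, where 0.61 did not pass an unadjusted p under 0.05 (it was 0.0687, within the lowest mark of Figure 4), but did with no filter (0.66), without lc replicate 3 (1.06) or wild type replicate 3 (0.90). It states higher TAG1 in lc at 4 and 6 dpi, where 0.32 and 0.39 had an unadjusted p of 0.196 and 0.112; at an unadjusted p under 0.05, at 4 dpi it passed with that stage alone (0.32) and at 6 dpi without wild type replicate 2 (0.63). From RNA-seq it describes SlCLV3 as similar between genotypes after 2 dpi, with no decrease in fas at 4 dpi. Its in situ hybridization showed a weaker signal in floral buds of fas and lc/fas. Here SlCLV3 was lower in fas at 4 dpi (-0.79) and higher in lc/fas at 6 dpi (1.30) over the 75 tests. Neither change passed when adjusted over all genes. Its group of microtubule genes, higher in lc, includes the ZWI homolog, which fell there (-1.90). Of 25 kinesins matched through the study's own gene lists, 24 had a positive log2 fold change. It lists the DET2 homolog as lower in lc/fas, where -0.28 passed with the replicate block, without lc/fas replicate 3 or without wild type replicate 2. Of its interaction genes, SlADH2, SlSWEET1b, SlWUS, SlSoPIN1a, PGI, the ANL2 homolog, Solyc01g066880 and Solyc06g054640 were not called here; DESeq2 called SlADH2, SlSWEET1b, SlWUS, Solyc01g066880 and Solyc06g054640. It states that TM5 and the AP1-like gene were upregulated in the mutants; in lc, 0.33 and 0.07 did not pass, and TM5 passed with DESeq2 (0.34), the replicate block, and without fas replicate 2 or 3 or wild type replicate 3. MAP65-1a, stated as elevated in lc (0.28), passed with DESeq2 and the replicate block, without lc replicate 3 or without wild type replicate 2.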

Other observations

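Steroidal glycoalkaloids, bitter defence compounds of tomato, are made from cholesterol, and their genes fell with those of sterol synthesis. Of 11 genes, 8 were lower in fas and 9 in lc/fas and none higher (11 and 10 lower when adjusted over the list alone; adjusted p = 0.000932 and 7.76e-05 with an estimated correlation), with medians of -0.36 and -0.35; in lc none was called (1 lower over the list alone). Solyc07g043490 fell most clearly (-0.64 in fas, standard error 0.09, adjusted p = 2.46e-06 from edgeR's quasi-likelihood test, and -0.59 in lc/fas), as did the ERF gene Solyc01g090340 (-0.44 and -0.42). In the wild type 9 of 11 peaked at 6 dpi among the floral stages, with the SYM left out. Of the 11, 9 are in Data S1, chosen on these libraries.

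Of 7 clock genes, 1 was higher in fas (Solyc01g108100, 0.41; 5 over the list alone; adjusted p = 0.110 with an estimated correlation) and none was called in lc or lc/fas; for lc/fas the replicate block gave 3 over the list alone (adjusted p = 0.0790). Of 7 wound and jasmonate genes, Solyc08g036640 was higher in fas and, with Solyc08g036660 (0.49), in lc/fas (4 higher and 1 lower, and 2 higher, over the list alone; adjusted p = 0.240 and 0.154; with the replicate block, which pairs lc/fas with the wild type, 0.0616 in lc/fas, where 3 were higher over the list alone). Of 8 heat shock genes 1 was lower in lc/fas (Solyc06g076560, -0.52; 3 lower over the list alone; adjusted p = 0.385), and over the list alone 1 was higher in lc and 2 higher and 1 lower in fas. Of 16 photosynthesis genes 1 was higher in lc/fas (the chlorophyll a/b-binding protein Solyc06g069730, 0.71; 4 over the list alone; adjusted p = 0.564; with the replicate block 3 were higher and 1 lower). Of 10 DNA replication genes 1 was higher in lc/fas (Solyc04g051350, 0.23; 1 over the list alone; adjusted p = 0.796), with 2 higher in lc and 1 higher and 3 lower in fas over the list alone.

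The means of fas at 6 dpi in Data S1 differ from those of replicates 1 and 2 by a median of 0.107 on the log2 scale, and from those of all 3 replicates by 0.193; for the other groups this median was 0.0710 to 0.100. Table S4 lists 1 library fewer than the table of counts, a replicate 3 at 6 dpi whose genotype it does not state.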
